# Lineage-tracing and translatomic analysis of damage-inducible mitotic cochlear progenitors identifies candidate genes regulating regeneration

**DOI:** 10.1371/journal.pbio.3001445

**Published:** 2021-11-10

**Authors:** Tomokatsu Udagawa, Patrick J. Atkinson, Beatrice Milon, Julia M. Abitbol, Yang Song, Michal Sperber, Elvis Huarcaya Najarro, Mirko Scheibinger, Ran Elkon, Ronna Hertzano, Alan G. Cheng

## Abstract

Cochlear supporting cells (SCs) are glia-like cells critical for hearing function. In the neonatal cochlea, the greater epithelial ridge (GER) is a mitotically quiescent and transient organ, which has been shown to nonmitotically regenerate SCs. Here, we ablated Lgr5^+^ SCs using *Lgr5-DTR* mice and found mitotic regeneration of SCs by GER cells in vivo. With lineage tracing, we show that the GER houses progenitor cells that robustly divide and migrate into the organ of Corti to replenish ablated SCs. Regenerated SCs display coordinated calcium transients, markers of the SC subtype inner phalangeal cells, and survive in the mature cochlea. Via RiboTag, RNA-sequencing, and gene clustering algorithms, we reveal 11 distinct gene clusters comprising markers of the quiescent and damaged GER, and damage-responsive genes driving cell migration and mitotic regeneration. Together, our study characterizes GER cells as mitotic progenitors with regenerative potential and unveils their quiescent and damaged translatomes.

## Abstract 2

Cochlear supporting cells are glia-like cells essential for hearing. Genetic ablation of Lgr5+ supporting cells reveals a population of damage inducible, mitotically activated progenitors in the greater epithelial ridge, which can divide and migrate into the organ of Corti to replenish ablated supporting cells. Translatomic analyses provide insights into the genes that may regulate this regenerative potential.

## Introduction

The cochlea requires both sensory hair cells (HCs) and nonsensory supporting cells (SCs) for sound reception. HCs are mechanoreceptors that convert sound into neural impulses [1,2], and SCs mediate spontaneous calcium transients, regulate glutamate uptake, govern HC innervation, provide trophic support for spiral ganglia neurons, and participate in intercellular metabolic coupling critical for organ maturation and maintenance [3–8].

In nonmammalian vertebrates, SCs also act as transit amplifying cells and HC precursors by proliferating and regenerating lost HCs [9–11]. By contrast, the mature mammalian cochlea neither regenerate nor proliferate, thus both HC and SC degenerations lead to permanent hearing loss. While the neonatal cochlea harbors SCs, particularly those expressing the Wnt target gene *Lgr5*, which are capable of proliferating and regenerating lost HCs, they are limited in numbers and spatially restricted, with regenerated cells being short-lived [12–14]. One prior study showed nonmitotic regeneration of the SC subtype inner phalangeal cells (IPhCs) following selective ablation, and that broadening the extent of ablation to include the greater epithelial ridge (GER) reduced regeneration, suggesting the presence of SC precursors therein [15].

Here, we selectively ablated Lgr5^+^ SCs using the *Lgr5*^*DTR/+*^ mouse line [16] and found robust proliferation in the GER in the neonatal cochlea. As a transient structure during neonatal stages of cochlear development [17], the GER’s role in development is incompletely understood [18]. We fate-mapped GLAST-Cre^+^ GER cells in vivo and observed that they proliferated and migrated to replenish IPhCs. Regenerated cells expressed markers of nascent and mature IPhCs, displayed spontaneous calcium activity, and remained present in the mature cochlea. Using GLAST-RiboTag mice, a method to enrich transcripts in the GER region, we identified differentially expressed genes (DEGs) upon depletion of Lgr5^+^ cells. Together, our results show that severe cochlear SC loss stimulates mitotic regeneration by GER cells, thereby providing a framework that may guide regeneration of the mammalian cochlea.

## Results

### Supporting cell regeneration after ablation of Lgr5^+^ cells

Sensory HCs and SCs in the cochlea are marked by expression of Myosin7a and Sox2, respectively [19,20]. SC subtypes can be grouped as those residing in the medial (GER and IPhCs) and lateral compartments (pillar and Deiters’ cells (DCs)) (**S1A Fig**) [21]. To establish a model of SC ablation, we first examined cochleae from untreated *Lgr5*^*DTR-EGFP/+*^ (*Lgr5-DTR*) mice [16]. This is a knock-in model in which human diphtheria toxin receptor (DTR) and EGFP are driven by endogenous *Lgr5* expression, and DT administration induces rapid degeneration of Lgr5^+^ cells [16,22]. In the *Lgr5-DTR* cochlea, we found organized rows of Myosin7a^+^ outer and inner hair cells (OHCs and IHCs) intercalated by Sox2^+^ SCs (**Fig 1A**). At postnatal day (P) 1, Lgr5-EGFP expression is restricted to specific SC subtypes (the third row of DCs, inner pillar cells, IPhCs, and lateral GER) (**Fig 1A-A’ , S1A Fig**). These data corroborated previous *in situ* hybridization in wild-type cochlea and GFP expression in *Lgr5*^*EGFP-CreERT2/+*^ knock-in cochleae [23].

**Fig 1:**
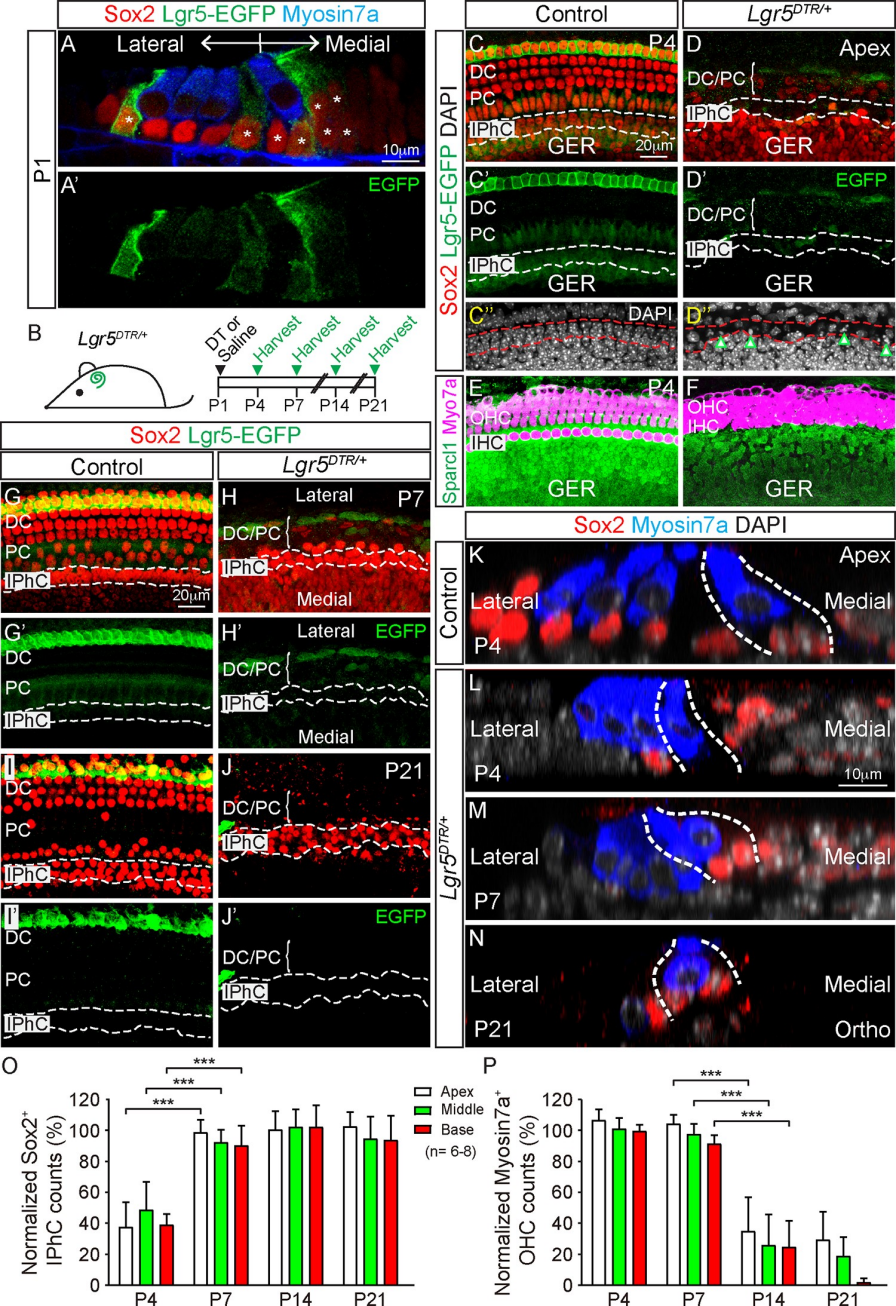
IPhCs regenerate after ablation of Lgr5^+^ cells. (A) Lgr5-EGFP expression in the lateral GER, IPhCs, inner PCs, and the third row of DCs in the P1 *Lgr5*^*DTR-EGFP/+*^ cochlea. (B) Schematic of the experimental paradigm: DT or saline was given to P1 *Lgr5*^*DTR/+*^, and cochleae were examined at designated ages. (C) Saline-treated *Lgr5*^*DTR/+*^ (control) cochleae showing Lgr5-EGFP expression in a subset of Sox2^+^ SCs at P4. No pyknotic nuclei were detected in the IPhC region, which is outlined by dashed lines. For cochleae aged P4 to P7, IPhCs were identified as 2 rows of Sox2^+^ cells with nuclei immediately medial to and below IHCs. Representative images of the apical turn are shown. (D) In the P4 DT-treated *Lgr5*^*DTR/+*^ cochlea, there was a loss of Lgr5-EGFP^+^ cells and Sox2^+^ SCs in both the PC/DC and IPhC regions. Many pyknotic nuclei (arrowheads) were found in the IPhC region at P4. (E, F) P4 control cochlea with Sparcl1 expression in IPhCs and GER cells. Loss of Sparc1 expression in the IPhC region in the DT-treated *Lgr5*^*DTR/+*^ cochlea. (G, I) Saline-treated *Lgr5*^*DTR/+*^ (control, P7) cochleae showed Lgr5-EGFP expression in IPhCs and the third row of DCs. Lgr5-EGFP expression is limited to the third row of DCs at P21. (H, J) At P7, Sox2^+^ IPhCs were replenished, but only few Sox2^+^ SCs in the PC/DC region remained in the DT-treated *Lgr5*^*DTR/+*^ cochlea. Similarly, many Sox2^+^ IPhCs remained in the P21 DT-treated *Lgr5*^*DTR/+*^ cochlea, while few Sox2^+^ SCs were found in PC/DC region. (K-N) Orthogonal views of control cochlea with Sox2^+^ SCs and Myosin7a^+^ HCs at P4 cochlea (K). In the P4 DT-treated *Lgr5*^*DTR/+*^ cochlea, there was loss of SCs including IPhCs (L). Progressive loss of Myosin7a^+^ OHCs in the lateral compartment and regeneration of IPhCs and survival of IHCs in the medial compartment (M, N). (O) Normalized Sox2^+^ IPhC counts (per 160 μm) of DT-treated *Lgr5*^*DTR/+*^ cochleae showing a significant loss at P4 followed by regeneration by P7 in each turn (*n =* 6 at P4, *n* = 8 at P7, *n* = 6 at P14, and *n* = 8 at P21). (P) There were significant losses of OHCs in all 3 turns of the DT-treated *Lgr5*^*DTR/+*^ cochleae between P7 and P14. DT-treated wild-type and saline-treated *Lgr5*^*DTR/+*^ mice served as undamaged controls. Data represent mean ± SD. **p < 0.01, ***p < 0.001. Two-way ANOVA with Tukey’s multiple comparisons test. *n* = 4–8. See S1 Data for O and P. DC, Deiters’ cell; DT, diphtheria toxin; GER, greater epithelial ridge; HC, hair cell; IHC, inner hair cell; OHC, outer hair cell; IPhC, inner phalangeal cell; PC, pillar cell; SC, supporting cell.

To selectively ablate Lgr5^+^ SCs in the neonatal cochlea, we treated P1 *Lgr5-DTR* mice with DT (4 ng/g, IM or IP) and harvested cochleae 1 to 20 days later (**Fig 1B**). In control cochlea (saline-treated *Lgr5*^*DTR/+*^ or DT-treated wild-type mice), we did not detect any cell loss and rarely observed pyknotic nuclei among DCs, pillar cells, or IPhCs from P4 to P21 (**Fig 1C, 1G and 1I, S2A, S2C, S2E, S2G, S2I and S2K Fig, S1 and S2 Tables**). In the P4 DT-treated *Lgr5*^*DTR/+*^ cochlea, we found loss of Sox2^+^ SCs and EGFP expression in both the lateral and medial compartments in all 3 turns, with degeneration most severe among DCs, pillar cells (both >60%), and IPhCs (>50%) (**Fig 1D and 1L, S2B and S2D Fig, S1 Table**). SC loss in the lateral compartment was preceded by ectopic EGFP expression in the first and second row of DCs and outer pillar cells (**S1B–S1I Fig**). The IPhCs are defined as 2 rows of Sparcl1^+^ SCs medial and subjacent to the inner HCs (**Fig 1C and 1E**) [15,24]. After DT-induced damage, we detected many pyknotic nuclei and loss of Sparcl1 expression in the IPhC region, indicating cell death in all 3 cochlear turns at P4 (**Fig 1D” and 1F, S2B” and S2D” Fig, S2 Table**).

Three days later (P7), Sox2^+^ IPhCs along the whole length of DT-treated *Lgr5*^*DTR/+*^ cochleae significantly increased and were replenished to control levels (**Fig 1H, 1M and 1O, S2F and S2H Fig, S1 Table**). On the other hand, Sox2^+^ SCs in the lateral compartment (DCs and pillar cells) modestly increased only in the apical and middle turns but remained significantly fewer than controls (**Fig 1H, S2F, S2H, and S2M Fig, S1 Table**). At P7, P14, and P21, Sox2^+^ IPhCs of DT-treated *Lgr5*^*DTR/+*^ cochleae remained comparable to those in controls, whereas Sox2^+^ SCs in the lateral compartment degenerated in all 3 turns (**Fig 1H, 1J and 1O, S2F, S2H, S2J, S2L and S2M Fig**). Also, we found progressive degeneration of OHCs throughout the DT-treated *Lgr5*^*DTR/+*^ cochleae beginning at P14 and P21 (**Fig 1N and 1P**). No degeneration of IHCs was detected (**S2N Fig**). These results indicate spontaneous regeneration of IPhCs and survival of IHCs in the medial compartment and progressive degeneration of SCs and OHCs in the lateral compartment, suggesting a compartmentalized regenerative response to ablation of Lgr5^+^ SCs.

### Mitotic progenitors in the GER after ablation of Lgr5^+^ cells

Ablation of HCs in the neonatal cochlea stimulates limited proliferation that is restricted to the apical turn [12,14], whereas SC regeneration was previously reported to be nonmitotic [15]. To investigate whether proliferative regeneration occurs after ablation of Lgr5^+^ SCs and whether this proliferation is restricted to the apical turn, we administered EdU (25 μg/g, daily P3 to P5, IP) to DT-treated *Lgr5*^*DTR/+*^ mice and immunostained for Ki67 (**Fig 2A**). EdU labels actively dividing cells shortly after injection and serves as a mitotic tracer, whereas Ki67 marks nonquiescent cells outside G_0_ at the time of tissue fixation. As expected, control cochleae showed little to no proliferation throughout the sensory epithelia from P4 to P21, confirming mitotic quiescence (**Fig 2B–2D, 2H–2K and 2O, S3A, S3C, S3E, S3G, S3I, S3K, S3N, S3O and S3P Fig, S3 and S4 Tables**). In the P4 *Lgr5*^*DTR/+*^ damaged cochleae, we noted many EdU^+^ or Ki67^+^ Sox2^+^ SCs in all 3 turns (**Fig 2E–2H, S3 and S4 Tables**). In the apex, there were 79.5 ± 17.0 EdU^+^ and 86.4 ± 20.6 Ki67^+^ Sox2^+^ SCs (per 160 μm cochlear length) (**S3 and S4 Tables**). Proliferative cells were present in an apical-to-basal decreasing gradient (base has 29.3 ± 9.4 EdU^+^ and 36.6 ± 13.3 Ki67^+^ Sox2^+^ SCs) and were much more abundant in the GER than organ of Corti (**Fig 2E–2H, S3 and S4 Tables**). Specifically, proliferation was the most robust among GER cells adjacent to IPhCs, with fewer Ki67^+^ and EdU^+^ cells observed in the lateral compartment (**Fig 2E–2H, S3 and S4 Tables**).

**Fig 2:**
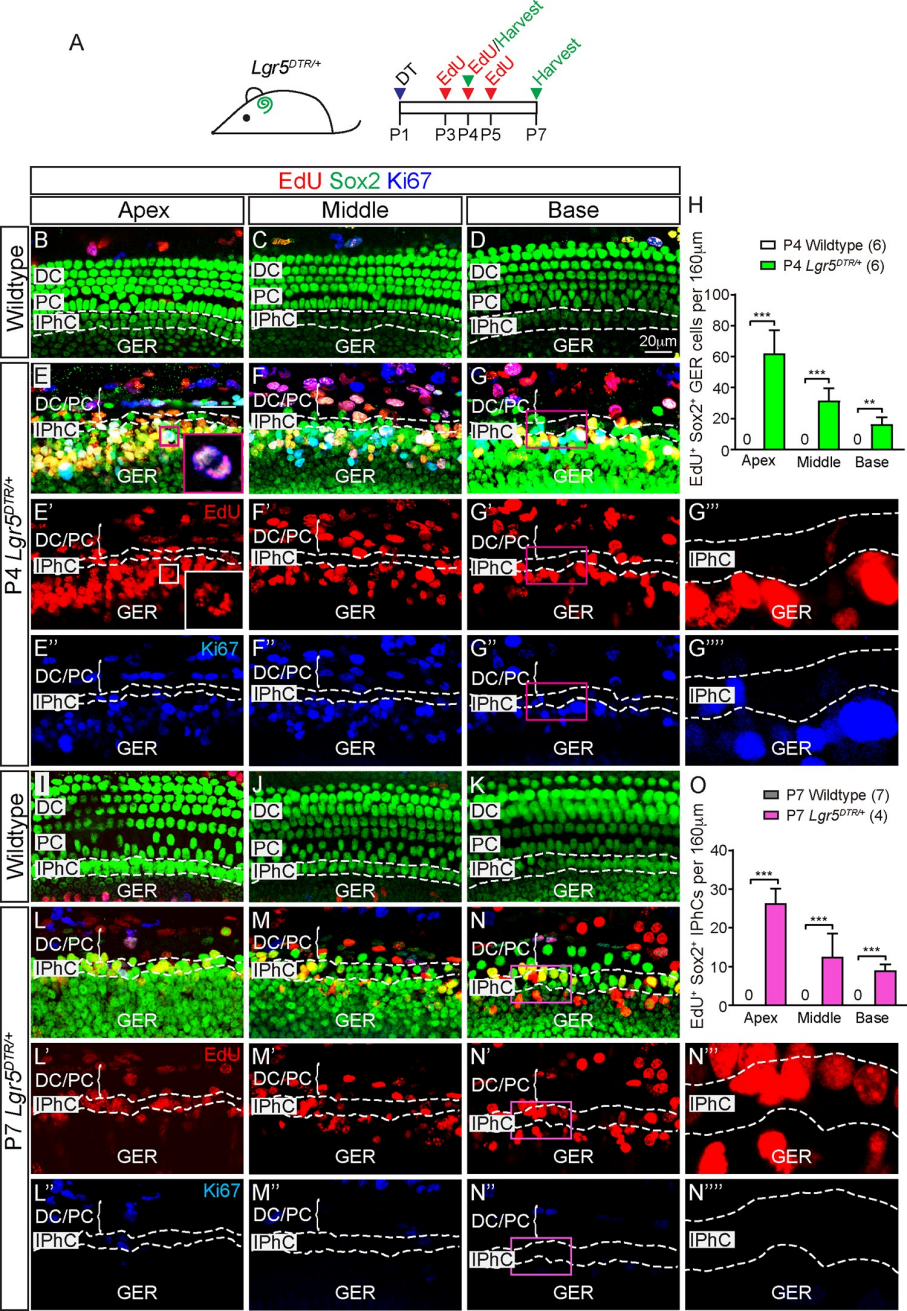
Mitotic regeneration of IPhCs. (A) Experimental paradigm: DT was injected into P1 wild-type or *Lgr5*^*DTR/+*^ mice. EdU was injected daily from P3 to P5, and cochleae were examined at P4 or P7. (B-D, I-K) Representative images of the apical, middle, and basal turns of DT-treated wild-type cochleae showing no EdU^+^ or Ki67^+^ Sox2^+^ SCs at P4 or P7. IPhC region is outlined by dashed lines. (E-G) In each turn of the P4 DT-treated *Lgr5*^*DTR/+*^ cochlea, EdU^+^ and/or Ki67^+^ Sox2^+^ cells were detected in the GER. Some EdU^+^ and/or Ki67^+^ Sox2^+^ cells were also found in the IPhC and PC/DC regions. E’-G”“represent single channel images. Insets in E and E’ are high magnification images of a cell in metaphase. G”‘ and G”“are high magnification images from G’ and G”. (H) Significantly more EdU^+^ Sox2^+^ cells were found in the P4 GER regions throughout the DT-treated *Lgr5*^*DTR/+*^ cochlea relative to controls. Numbers decrease in an apical–basal gradient. (L-N) In all 3 turns of the P7 DT-treated *Lgr5*^*DTR/+*^ cochlea, EdU^+^ Sox2^+^ cells were primarily found in IPhC region, and only few were found in the GER or PC/DC region. Ki67^+^ Sox2^+^ cells were rarely detected at this age. L’-N”“represent single channel images. N”‘ and N”“are high magnification images from N’ and N”. (O) Significantly more EdU^+^ Sox2^+^ cells were detected throughout the P7 IPhC regions of DT-treated *Lgr5*^*DTR/+*^ cochlea relative to controls, decreasing in an apical–basal gradient. Data represent mean ± SD. **p < 0.01, ***p < 0.001. Two-way ANOVA with Tukey’s multiple comparisons test. *n* = 4–7. See S1 Data for H, O. DC, Deiters’ cell; DT, diphtheria toxin; GER, greater epithelial ridge; IPhC, inner phalangeal cell; PC, pillar cell; SC, supporting cell.

Three days later at P7, the number of EdU^+^ Sox2^+^ cells in the GER significantly decreased, while EdU^+^ cells in the IPhC region significantly increased in each cochlear turn (**Fig 2L–2O, S4 Table**). As the GER normally degenerates between P7 and P10, these results suggest that some EdU^+^ GER cells have degenerated, while others migrated to repopulate lost IPhCs. EdU-labeled IPhCs remained present in the P14 and P21 cochlea, demonstrating survival of regenerated cells (**S3B, S3D, S3F, S3H, S3J, S3L and S3M Fig, S4 Table**). To pinpoint the timing of damage-induced proliferation, we immunostained and found that Ki67^+^ Sox2^+^ cells in both the GER and IPhC regions decreased at P7 relative to P4 and were not detected in any regions at P14 or P21 (**Fig 2E–2G and 2L–2N, S3B, S3D, S3F, S3H, S3J and S3L Fig, S3 Table**). Moreover, when we delayed EdU injection to P7 to P9, we found no EdU-labeled cells in the sensory epithelia (**S3Q–S3S Fig**). Collectively, these results indicate that SC loss stimulates robust, yet transient proliferation in the GER and damage-activated proliferative cells may migrate laterally to replace lost IPhCs within the first week after insult.

To elucidate the relationship between the degree of SC loss and mitotic regeneration, we injected P1 *Lgr5*^*DTR/+*^ mice with escalating DT doses (0.1, 0.5, 2, and 4 ng/g), followed by EdU at P3 to P4 and harvested cochleae at P4. Increasing DT doses led to greater losses of Sox2^+^ SCs in both the lateral compartment and the IPhC region (**S5 Table**). Concomitantly, higher DT doses led to more EdU^+^ Sox2^+^ SCs in both the lateral and medial compartments (**S6 Table**). At high DT doses (2 and 4 ng/g), proliferative cells were consistently found to be more abundant in the medial than lateral compartments throughout the cochlea, and also in an apical–basal gradient (**S6 Table**). To directly compare these to previous results [15], we examined the *Plp1*^*CreERT/+*^; *Rosa26R*^*DTA/+*^; *Rosa26R*^*tdTomato/+*^ (*Plp1-DTA-tdTomato*) mice [25–27], where the *Plp1* lineage represents IPhCs. After tamoxifen administration to control, *Plp1-tdTomato* animals (P0 to P1, 0.075 mg/g, IP), many IPhCs were tdTomato-labeled at P4 (**S4A–S4D Fig**). Consistent with previous results [15], this tamoxifen regimen to *Plp1-DTA-tdTomato* led to a significant loss of tdTomato^+^ IPhCs and only rare EdU^+^ cells in the lateral GER (**S4E–S4I Fig**). As Lgr5^+^ cells include both the IPhCs and lateral GER cells, the proliferative response observed in the GER of damaged *Lgr5-DTR* cochleae can be attributed to both the broader and overall more severe depletion of SCs.

### GLAST-Cre^+^ GER cells mitotically regenerate inner phalangeal cells

To confirm the ablation of IPhCs in *Lgr5-DTR* mice, we labeled for Fabp7, a marker predominantly expressed in IPhCs [24]. Cryosections and whole mounts of P4 and P7 control cochleae showed Fabp7 expression outlining the IPhCs (**Fig 3A-A’ and 3C-C’**). By contrast, Fabp7^+^ IPhCs were absent after DT-induced damage at P4 and were regenerated by P7, albeit noticeably more disorganized relative to controls (**Fig 3B-B’ and 3D-D’**). At P4, there were significantly fewer Fabp7^+^ IPhCs in *Lgr5*^*DTR/+*^ cochleae compared to controls (**Fig 3E-E’, 3F-F’ and 3I**). P7 *Lgr5*^*DTR/+*^ cochlea display significantly more IPhCs relative to P4, and these numbers were not significantly different from controls (**Fig 3G-G’, 3H-H’, and 3I**). Notably, the degree of damage at P4 as well as regeneration of Fabp7^+^ IPhCs was similar in all 3 turns of the cochlea (**Fig 3I**).

**Fig 3:**
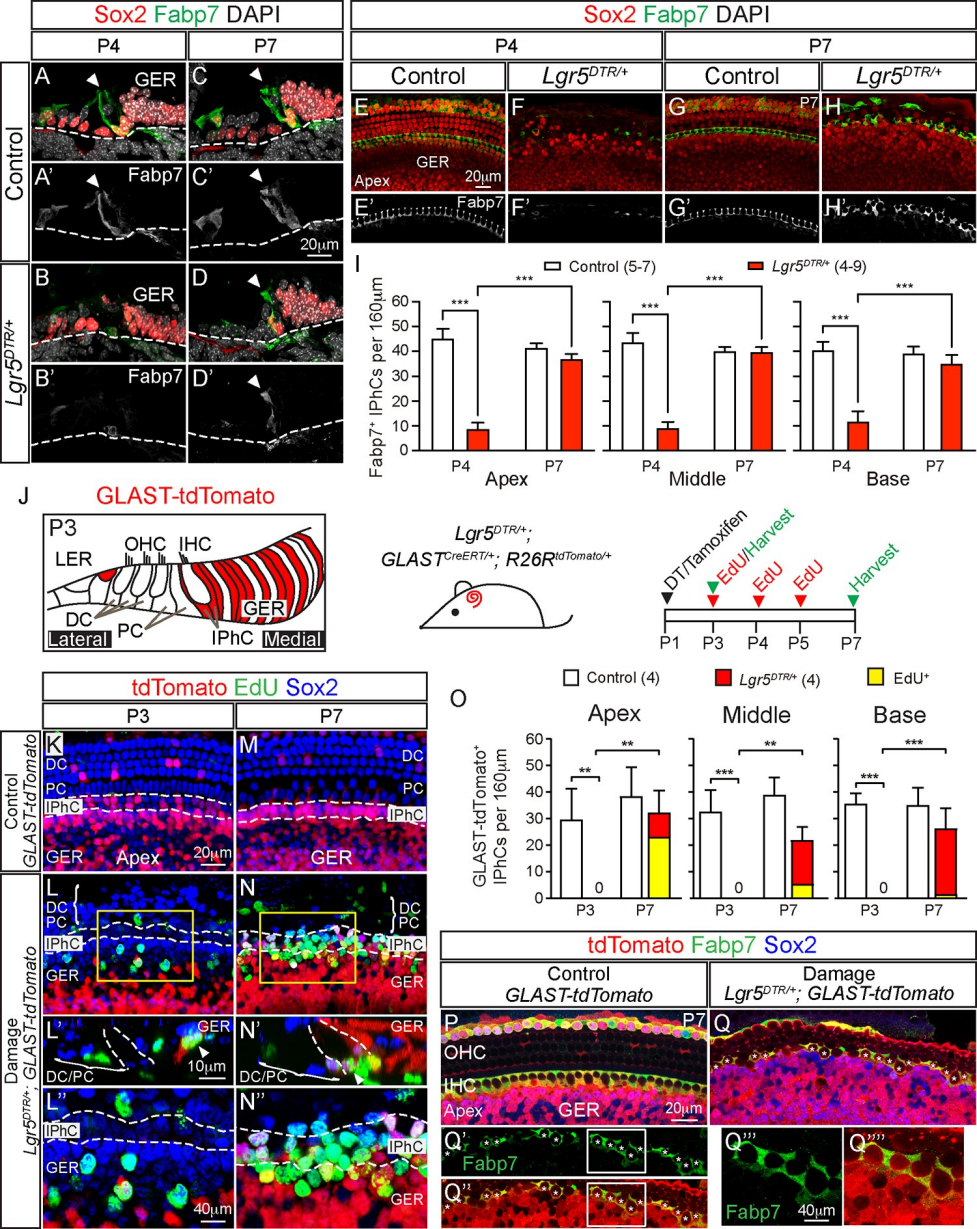
GLAST-Cre^+^ cells from the GER mitotically regenerate IPhCs. Representative images of apical turns are shown. (A, C) Cryosections of P4 and P7 control cochleae with Fabp7^+^ Sox2^+^ IPhCs (arrowheads). (B) Most Fabp7^+^ Sox2^+^ IPhCs have degenerated in P4 DT-treated *Lgr5*^*DTR/+*^ cochlea. (D) In the P7 DT-treated *Lgr5*^*DTR/+*^ cochlea, many Fabp7^+^ Sox2^+^ IPhCs were found. Sox2^+^ SCs in the lateral compartment have degenerated at this age. (E, G) Merged z-stack images of whole mount preparation of control cochleae at P4 and P7 showing Fabp7^+^ Sox2^+^ IPhCs. (F) Most Fabp7^+^ Sox2^+^ IPhCs have degenerated in the P4 DT-treated *Lgr5*^*DTR/+*^ cochlea. (H) Replenished Fabp7^+^ Sox2^+^ IPhCs in P7 DT-treated *Lgr5*^*DTR/+*^ cochlea. (E’-H’) Single-plane images from the same representative sample shown in (E-H) highlighting Fabp7^+^ IPhCs. (I) Quantification showing significantly fewer Fabp7^+^ IPhCs in DT-treated *Lgr5*^*DTR/+*^ cochlea relative to controls and significantly more Fabp7^+^ IPhCs in all cochlear turns at P7 than P4. (J) Schematic of GLAST-tdTomato expression in the P3 *GLAST*^*CreERT/+*^*; R26R*^*tdTomato/+*^ cochlea (tamoxifen at P1). Experimental paradigm using *GLAST*^*CreERT/+*^*; R26R*^*tdTomato/+*^ (control) or *Lgr5*^*DTR/+*^; *GLAST*^*CreERT/+*^*; R26R*^*tdTomato/+*^ mice (damage). DT and tamoxifen were injected at P1, EdU from P3 to P5, and cochleae examined at P3 and P7. (K, M) In the P3 and P7 control cochlea, there were no EdU^+^ tdTomato^+^ Sox2^+^ SCs in the GER. Some Sox2^+^ IPhCs were tdTomato^+^, and none were EdU^+^. (L, N) In the P3 damage cochlea, EdU^+^ tdTomato^+^ Sox2^+^ SCs were detected in the GER but not in the IPhC region. At P3, many Sox2^+^ IPhCs had degenerated, and none were tdTomato^+^. At P7, many EdU^+^ tdTomato^+^ Sox2^+^ SCs occupied both the GER and the IPhC regions. Orthogonal images (L’ and N’) showing EdU^+^ tdTomato^+^ Sox2^+^ cells in the GER at P4 and in the IPhC region at P7. L” and N” are high magnification images from L and N. (O) Quantification of (total and EdU^+^) GLAST-tdTomato^+^ Sox2^+^ IPhCs at P3 and P7. Control cochleae had no EdU^+^ GLAST-tdTomato^+^ Sox2^+^ IPhCs at both ages in all turns examined. In the damaged cochleae, there were significantly more tdTomato^+^ Sox2^+^ IPhCs (both EdU^+^ and EdU-negative) at P7 relative to P3. Though present in all 3 turns, EdU^+^ GLAST-tdTomato^+^ Sox2^+^ IPhCs decreased in an apex-to-base gradient at P7. (P) P7 control cochlea with Fabp7^+^ tdTomato^+^ IPhCs. (Q) P7 damage cochlea with many Fabp7^+^ tdTomato^+^ IPhCs (asterisks) arranged in a disarrayed pattern. Q’ and Q” are single and dual channel images of Q. Q”‘ and Q”“are high magnification images of traced Fabp7^+^ IPhCs from Q’ and Q”. Data represent mean ± SD. **p < 0.01, ***p < 0.001. Two-way ANOVA with Tukey’s multiple comparisons test. *n* = 4–9. See S1 Data for I, O. DC, Deiters’ cell; DT, diphtheria toxin; GER, greater epithelial ridge; IHC, inner hair cell; IPhC, inner phalangeal cell; OHC, outer hair cell; PC, pillar cell; SC, supporting cell.

To test whether proliferative cells in the GER serve as the source of regenerated IPhCs, we fate-mapped and compared the *GLAST* and *Plp1* lineages, which represent cells that reside in the GER and IPhC regions (GLAST-Cre^+^) and the IPhC region only (Plp1-Cre^+^) (**Fig 3J, S5A Fig**). We first performed fate mapping using the *GLAST*^*CreERT/+*^ mice [28]. Tamoxifen was administrated at P1 to induce labeling by the Cre reporter line Rosa26R-tdTomato, followed by EdU injections (daily from P3 to P5) to label proliferating cells (**Fig 3J**). In the undamaged, *GLAST*^*CreERT/+*^; *Rosa26R*^*tdTomato/+*^ (GLAST-tdTomato) cochleae, tdTomato^+^ cells occupied the IPhC and GER regions at P3 to P7 (46% to 54% GER cells labeled; **Fig 3K and 3M, S7 Table**). The expression pattern of GLAST-tdTomato is consistent with previous reports and contrasts with that of Lgr5-DTR-EGFP (**Fig 1A**). In the P3 DT-damaged *GLAST*^*CreERT/+*^; *Lgr5*^*DTR/+*^; *Rosa26R*^*tdTomato/+*^ (GLAST-tdTomato-DTR) cochlea, there was a loss of tdTomato^+^ IPhCs and emergence of tdTomato^+^, EdU^+^ cells in the GER (**Fig 3L-L’ and 3O**). At P7, many tdTomato^+^ cells have migrated to the IPhC region adjacent to IHCs along the length of the cochlea (**Fig 3N-N’ and 3O**). Remarkably, EdU^+^, tdTomato^+^, IPhCs were observed in all 3 turns of GLAST-tdTomato-DTR cochleae and most numerous in the apex (**Fig 3O**, **S8 Table**). Finally, anti-Fabp7 was used to confirm the IPhC identity of fate-mapped cells during regeneration. As expected, GLAST-tdTomato^+^ cells in the IPhC region were Fabp7^+^ in the P7 control cochleae (**Fig 3P**). In the damaged P4 cochleae, almost all Fabp7^+^ cells were ablated (**Fig 3B and 3F**), whereas many Fabp7^+^ tdTomato^+^ cells occupied the IPhC region at P7 (**Fig 3Q-Q”“**), indicating differentiation of GER-derived cells into IPhCs. Together, these results suggest that GLAST-Cre^+^ GER cells in the neonatal cochlea mitotically regenerated IPhCs.

To rule out the possibility that surviving IPhCs contributed to the regeneration of IPhCs, we used *Plp1*^*CreERT/+*^ mice for lineage tracing [25] (**S5A and S5B Fig**). In the P3 and P7 undamaged *Plp1*^*CreERT/+*^; *Rosa26R*^*tdTomato/+*^ (Plp1-tdTomato) cochleae, IPhCs were selectively labeled with tdTomato as before (**S5C–S5E Fig**). In the DT-treated *Plp1*^*CreERT/+*^; *Rosa26R*^*tdTomato/+*^; *Lgr5*^*DTR/+*^ cochlea (Plp1-tdTomato-DTR), there were almost no tdTomato^+^ IPhCs at any stage examined, while EdU^+^ GER cells first started to appear at P3 and later occupied the IPhC region at P7 (**S5F–S5K Fig, S7 and S8 Tables**), suggesting that IPhCs do not self-regenerate.

### Regenerated cells display cochlear supporting cell properties

We next sought to characterize regenerated IPhCs in the P7 *Lgr5*^*DTR/+*^ cochlea, a time point when IPhC counts had returned to control levels. In the neonatal cochlea, waves of ATP-mediated spontaneous calcium activity are deemed critical for cochlear maturation also spread through this network of SCs, particularly those in the IPhC and GER regions [8]. We first determined whether regenerated IPhCs display spontaneous Ca^2+^ transients, which could imply differentiation and integration of regenerated SCs [7,8]. We generated the transgenic mouse strain *Lgr5*^*DTR/+*^; *Atoh1-mCherry*; *Pax2-Cre; Rosa26R*^*GCaMP3/+*^ (**Fig 4A**) [7,29], allowing live imaging of HCs (Atoh1-mCherry) and spontaneous calcium transients (*Pax2-Cre; Rosa26R*^*GCaMP3/+*^) after ablation of Lgr5^+^ cells (*Lgr5*^*DTR/+*^).

**Fig 4:**
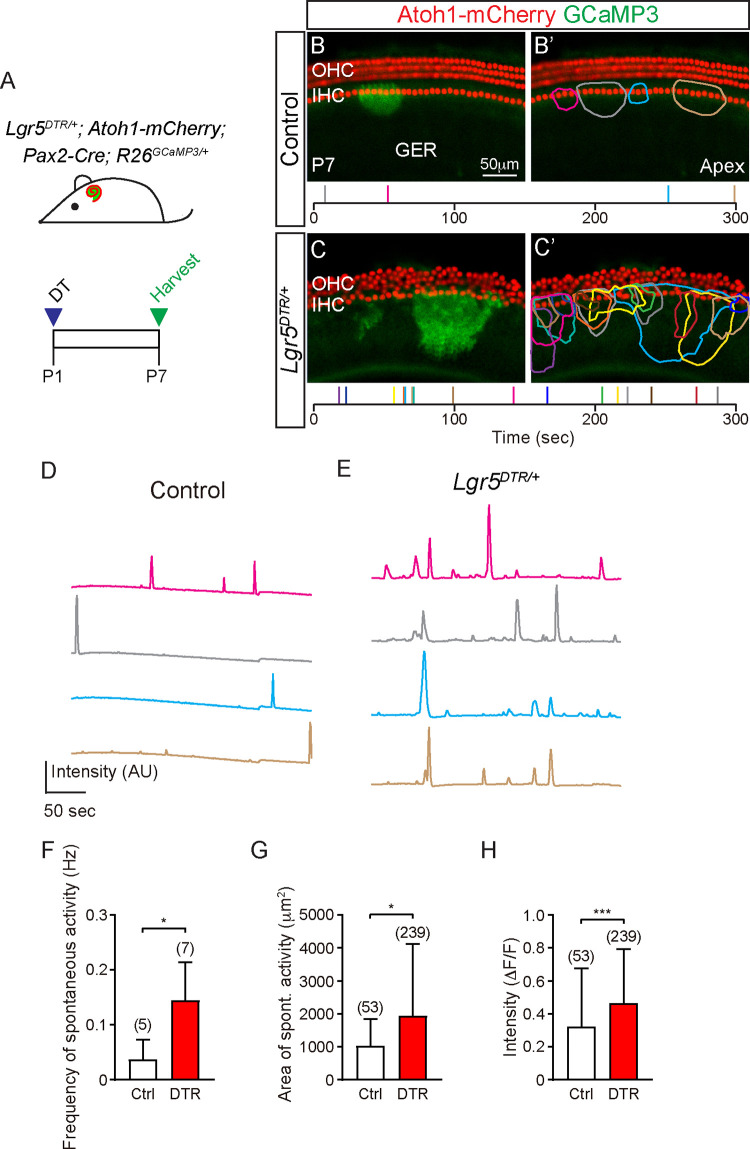
Physiological properties of regenerated cochlea. (A) Experimental paradigm for live imaging: DT was injected into *Lgr5*^*DTR/+*^; *Atoh1-mCherry*; *Pax2-Cre*; *R26*^*GCaMP3/+*^ and *Atoh1-mCherry*; *Pax2-Cre*; *R26*^*GCaMP3/+*^ mice at P1 and cochleae were examined at P7. (B-C’) Representative still images from the apical turn are shown (see S1 Video). Without damage, periodic calcium (EGFP) signals (ROI outlined in colors that correspond to the bars in the time line plotted) were detected in lateral GER cells and IPhCs surrounding the Atoh1-mCherry^+^ IHCs. In the damaged cochlea, more EGFP^+^ events were detected adjacent to IHCs, with each event spanning a wider area and appearing more intense when compared to controls. (D, E) Representative tracings of EGFP signals measured from individual ROIs in undamaged and damaged organs. Colors correspond to those in B’-C’. Tracing from 4 events from C’ were shown in E. (F-H) Frequency, areas, and relative intensity change of spontaneous calcium activities in damaged cochleae were significantly greater than those in controls. Data represent mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. Unpaired Student *t* test or Mann–Whitney test. *n* = 5–239 cells from 5–7 cochleae. See S1 Data for F-H. DT, diphtheria toxin; GER, greater epithelial ridge; IHC, inner hair cell; IPhC, inner phalangeal cell; OHC, outer hair cell; ROI, region of interest.

In the undamaged, control cochleae, spontaneous calcium transients were periodically detected in the lateral GER and IPhC regions (**Fig 4B, 4D and 4F–4H, S1 Movie**), with frequency, size, and intensity consistent with previous results [7]. In the damaged cochlea, spontaneous calcium transients spanning the IPhC and the GER regions appeared more frequently (**Fig 4C and 4E, S1 Movie**). Additionally, spontaneous calcium transients in the damaged cochleae were more intense and spanned larger areas relative to controls (**Fig 4D–4H**). These properties are reminiscent of SCs in the perinatal cochlea [30] and suggest the presence of an SC network incorporating the newly regenerated cells. Taken together, these results indicate that regenerated SCs exhibit characteristics of neonatal IPhCs and may be connected to native SCs.

### Compartmentalized regeneration, cell survival, and maturation

Regenerated HCs in the neonatal cochlea are short-lived and undergo delayed degeneration [12,14]. In the lateral compartment, CD44 marks outer pillar cells and the lesser epithelial ridge (LER) cells, and Sox2 labels DCs and pillar cells (**S6A Fig**) [20,31]. The lateral compartment of P7 DT-treated *Lgr5*^*DTR/+*^ cochlea displayed a loss of Sox2^+^ and CD44^+^ SCs and abnormally clustered Myosin7a^+^ outer HCs (**S6B Fig**), confirming degeneration without significant regeneration. These results are consistent with previous results when DCs and pillar cells in the lateral compartment were ablated [32].

On the other hand, regenerated IPhCs in the medial compartment have been shown to survive in the mature cochlea [15]. To assess whether regenerated IPhCs in the *Lgr5*^*DTR/+*^ mice survive and undergo maturation, we examined P14 and P21 cochleae. At these ages, IHCs have matured to express Vglut3, and IPhCs have begun to express the mature markers Na^+^/K^+^ ATPase α-1 and GLAST (**Fig 5A, 5C, 5E and 5G, S6C and S6E Fig**) [33–35]. By P14, the GER in control cochlea has undergone apoptosis leading to the formation of the inner sulcus. In the lateral compartment of regenerated *Lgr5*^*DTR/+*^ cochlea, SCs transiently and modestly increased between P4 and P7, before progressively degenerated between P7 to P21 (**S2M Fig, S1 Table**). Though present at P7, OHCs also degenerated at P14 and onwards (**Figs 1M, 1N, 1P, 5B and 5D, S1 Table**). Thus, regeneration in the lateral compartment is limited, and cells undergo progressive degeneration after ablation of Lgr5^+^ SCs. In stark contrast, robust regeneration and survival of regenerated cells were observed in the medial compartment of *Lgr5*^*DTR/+*^ cochleae. At P14 and P21, there was no detectable loss of IHCs or IPhCs, which matured to express Vglut3 and Na^+^/K^+^ ATPase α-1/GLAST, respectively (**Fig 5F and 5H, S6D and S6F Fig, S9 Table**). The numbers of IHCs and IPhCs in *Lgr5*^*DTR/+*^ cochleae remained comparable to controls at P14 and P21 (Fig **5S, S2N Fig, S9 Table**). At P14 and P21, mitotically regenerated tdTomato^+^ IPhCs matured to express GLAST protein in the all 3 turns, indicating differentiation and long-term survival (**Fig 5I, 5J–5J’, and 5K–5L, S6G and S6H–S6H’ Fig, S7 and S8 Tables**). These results suggest that regenerated IPhCs are at least partially mature and remained viable in the mature cochlea.

**Fig 5:**
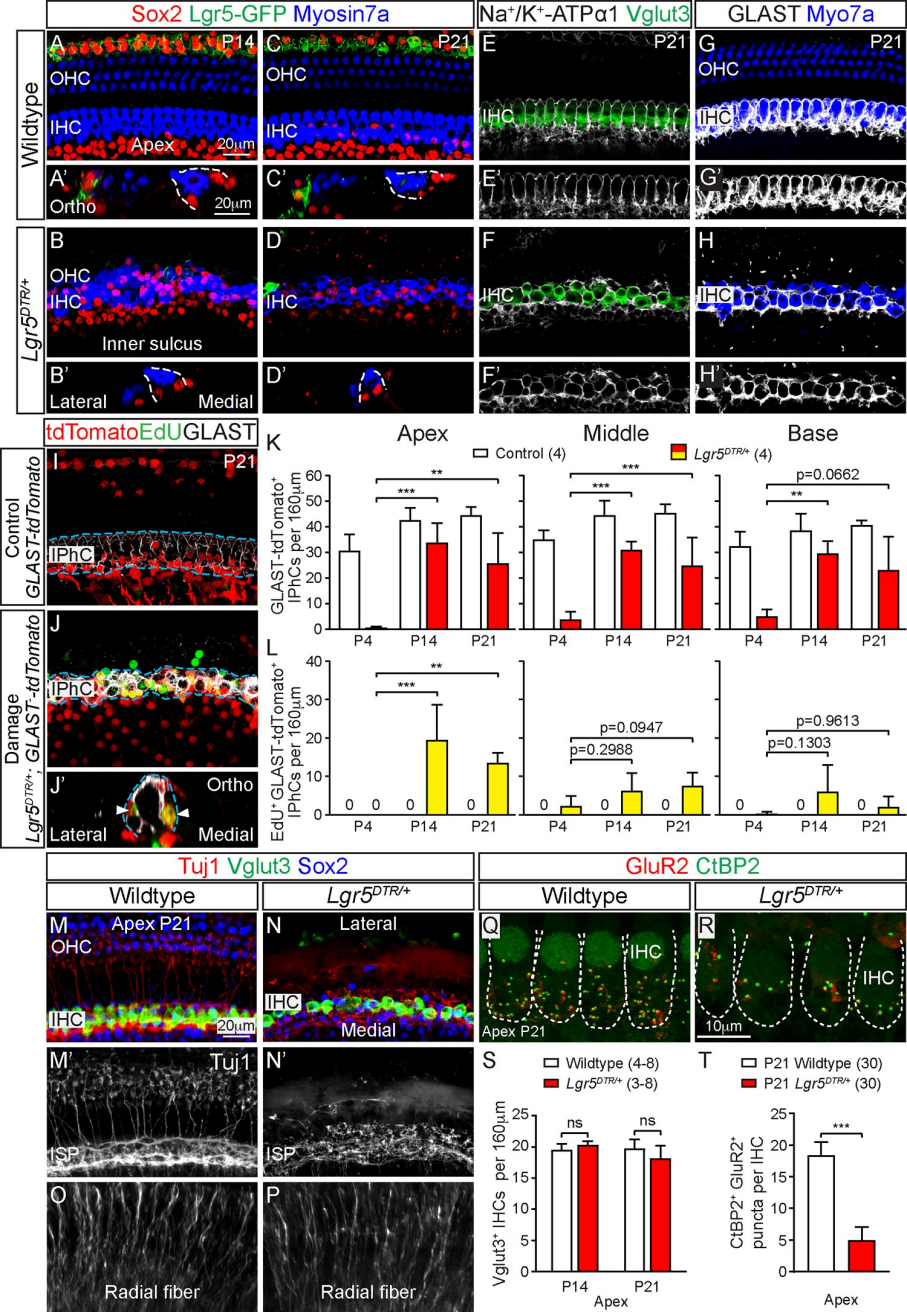
Maturation of regenerated IPhCs. (A-D) Representative images of the apical turn are shown. In the P14 and P21 DT-treated *Lgr5*^*DTR/+*^ cochleae, OHCs have degenerated with a loss of tunnel of Corti, while IHCs and a few Lgr5-EGFP^+^ cells remained. A’-D’ show respective orthogonal images. (E-F) In the undamaged (control) P21 cochlea, Vglut3^+^ IHCs were surrounded by Na^+^/K^+^ ATPase α-1^+^ IPhCs. In the DT-damaged *Lgr5*^*DTR/+*^ cochlea, regenerated Na^+^/K^+^ ATPase α-1^+^ IPhCs and Vglut3^+^ IHCs remained present. E’-H’ show respective single-channel images of IPhCs. (G) In the undamaged P21 cochlea, IHCs were surrounded by GLAST^+^ IPhCs. (H) In the P21 DT-treated *Lgr5*^*DTR/+*^ cochlea, regenerated IPhCs surrounding IHCs expressed GLAST. (I) In the P21 control cochlea, there were no EdU^+^ tdTomato^+^ SCs. GLAST^+^ IPhCs were tdTomato^+^, while none were EdU^+^. (J) In the P21 damaged cochlea, there were many EdU^+^ tdTomato^+^ GLAST^+^ IPhCs. Orthogonal views of EdU^+^ tdTomato^+^ GLAST^+^ IPhCs (arrowheads) shown in J’. (K-L) Quantification of GLAST-tdTomato^+^ GLAST^+^ IPhCs and EdU^+^ GLAST-tdTomato^+^ GLAST^+^ IPhCs in the control and damaged cochleae. None of the GLAST-tdTomato^+^ GLAST^+^ IPhCs were labeled by EdU^+^ in the control cochleae at any ages examined. In the regenerated P14 and P21 cochleae, GLAST-tdTomato^+^ GLAST^+^ or EdU^+^ GLAST-tdTomato^+^ GLAST^+^ IPhCs were present in all 3 turns. (M) P21 undamaged cochleae with Tuj1^+^ fibers in the PC/DC region and a dense inner spiral plexus (ISP) adjacent to Vglut3^+^ IHCs. (N) DT-damaged P21 *Lgr5*^*DTR/+*^ cochlea showing a loss of Tuj1^+^ fibers in the PC/DC region and a disorganized ISP. (O, P) Tuj1^+^ radial fibers in P21 control and damaged cochleae. (Q) In the undamaged P21 (control) cochleae, many CtBP2^+^ GluR2^+^ synapses were detected in IHCs. (R) In the P21 DT-treated *Lgr5*^*DTR/+*^ cochlea, CtBP2^+^ GluR2^+^ synapses were notably reduced. (S) The number of Vglut3^+^ IHCs in the apical turn of cochleae from DT-treated wild-type control and DT-treated *Lgr5*^*DTR/+*^ mice is comparable at P14 and P21. (T) Quantification showing significantly fewer CtBP2^+^ GluR2^+^ puncta in IHCs from P21 damaged cochleae than control. Data represent mean ± SD. **p < 0.01, ***p < 0.001. Two-way ANOVA with Tukey’s multiple comparisons test or unpaired Student *t* test. *n* = 3–30. See S1 Data for K, L, S, and T. DC, Deiters’ cell; DT, diphtheria toxin; IHC, inner hair cell; IPhC, inner phalangeal cell; IS, inner sulcus; ISP, inner spiral plexus; OHC, outer hair cell; PC, pillar cell; SC, supporting cell.

Degeneration of HCs during the neonatal period causes retraction of the innervating fibers [36]. In the lateral compartment, Tuj1^+^ fibers project laterally to innervate OHCs (**Fig 5M**). In the damaged *Lgr5*^*DTR/+*^ cochlea, no Tuj1^+^ fibers were detected in the lateral compartment, likely as a result of OHC degeneration (**Fig 5N**). However, in the medial compartment of DT-treated animals, there was no detectable loss of Vglut3^+^ IHCs (**Fig 5S, S9 Table**), which appeared to remain innervated and juxtaposed to the inner spiral plexus with radial fibers projecting from the spiral ganglia neurons (**Fig 5M–5P**). While the plexus was somewhat disarrayed, radial fibers appeared organized and dense, comparable to controls (**Fig 5M–5P**). To probe whether synapses remained present, we examined the presynaptic and postsynaptic markers CtBP2 and GluR2 (**Fig 5Q**) [37]. In the P21 DT-treated *Lgr5-DTR* cochleae, IHCs showed fewer CtBP2^+^ GluR2^+^ synapses relative to controls (**Fig 5Q, 5R and 5T**), suggesting synaptopathy despite cell survival. Consistent with these histological findings, auditory brainstem responses (ABRs) and distortion product otoacoustic emissions (DPOAEs) were absent across all frequencies in P21 DT-treated *Lgr5*^*DTR/+*^ mice (**S6I and S6J Fig**). Collectively, these results indicate that ablation of Lgr5^+^ SCs caused limited regeneration and progressive degeneration in the lateral compartment, while inducing robust regeneration and survival of IPhCs in the medial compartment of the mature cochlea. In addition, ablation of Lgr5^+^ SCs caused synapse loss in IHCs and loss of OHCs, resulting in profound hearing loss.

### Translatomic analysis of GLAST-Cre^+^ cells

To begin to determine the molecular mechanisms directing mitotic regeneration, we first analyzed the arrays of genes expressed by undamaged and damage-activated GLAST-Cre^+^ cells using the transgenic RiboTag mouse [38,39]. This allele permits the immunoprecipitation (IP) of ribosomes from Cre^+^ cells, enriching for cell type–specific actively translated mRNAs, or translatomes. We generated *GLAST*^*CreERT/+*^*; Rpl22*^*HA/+*^ (GLAST-RiboTag, from hereon “control”) and *Lgr5*^*DTR/+*^*; GLAST*^*CreERT/+*^*; Rpl22*^*HA/+*^ (GLAST-RiboTag-DTR, from hereon “DTR”) for experiments. Control and DTR mice were injected with DT and tamoxifen at P1, and cochleae were harvested at P4, a time point when damaged-induced proliferation was robust (**Fig 6A–6C**). RNA was extracted both from whole sensory epithelia (input) as well as ribosome immunoprecipitated samples (IP) to enrich for translatomes of GLAST-Cre^+^ cells and allow calculation of an enrichment factor (EF) for each gene [40,41]. This index was then used to gauge whether signal originates in the cell type immunoprecipitated (EF > 2) or primarily from other cell types.

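RNA sequencing data were available for 16 libraries, 4 each of control input, control IP, DTR input and DTR IP. Each of the 4 replicates of a treatment group was a pool of 8 cochleae from 4 mice, and the methods also give a range for the number of cochleae pooled for ribosome IP. Of each homogenate, 5% was kept as input and 95% went into the IP with an anti-HA antibody, so the 8 pools each gave 1 input and 1 IP library, which carry the same replicate number. The fourth replicate of each group carries the number 6 in the deposited data. The paper states that control and DTR mice both received DT and tamoxifen at P1, whereas the deposited sample labels give no treatment for the control libraries. The authors aligned the reads to GRCm38 with HISAT2 (version 2.0.4), counted them on genes with HTSeq and deposited CPM per gene and library, the reads on a gene scaled to a library total of 1000000. Every CPM above 0 in a library was a whole multiple of the value of 1 read, so the read counts could be recovered for 100% of these values. Reads counted on genes ranged from 35517482 to 41966310 (median 40003148) in control input, from 30586938 to 34362992 (median 33732275) in control IP, from 32764633 to 39158473 (median 33343176) in DTR input, and from 28089836 to 31119045 (median 30298551) in DTR IP. The paper states a sequencing depth per sample of 74 to 100, in units of 1000000 reads, and the values given here rest on the counted reads. Sequencing was paired-end, and whether a read pair was counted as 1 is not stated in the paper's text. The stated and the counted depth may thus be in different units. A count of 3 reads, taken as the smallest level that could be told from 0, corresponded to 0.0715 CPM in the deepest library and 0.107 CPM in the shallowest, a limit that covers counting error only. Of 50316 genes listed, 47729 had values. CPM were quantile normalized across the 16 libraries and log2 transformed after addition of 0.5, and the 16994 genes with at least 0.5 CPM in all 4 replicates of at least 1 group were tested. Group means were compared with limma (moderated test with a mean-variance trend, two-sided, Benjamini-Hochberg adjustment). A gene was called enriched at a log2 fold change (LFC) of at least 2, an adjusted p under 0.05, a separation above 1.5 and a mean above the median of tested genes, 22.5 CPM in control libraries and 22.4 CPM in DTR libraries. Separation was the smallest value of the higher group divided by the largest value of the lower group, after values under a floor of 1.08 CPM, the 10th percentile of tested genes over all libraries, were raised to it. Damage-induced DEGs needed an absolute LFC of at least 1, an adjusted p under 0.05 and a separation above 1.5. Values per gene are CPM as deposited, given as mean ± SD over 4 libraries, and gene positions are those of GENCODE M21.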

**Fig 6:**
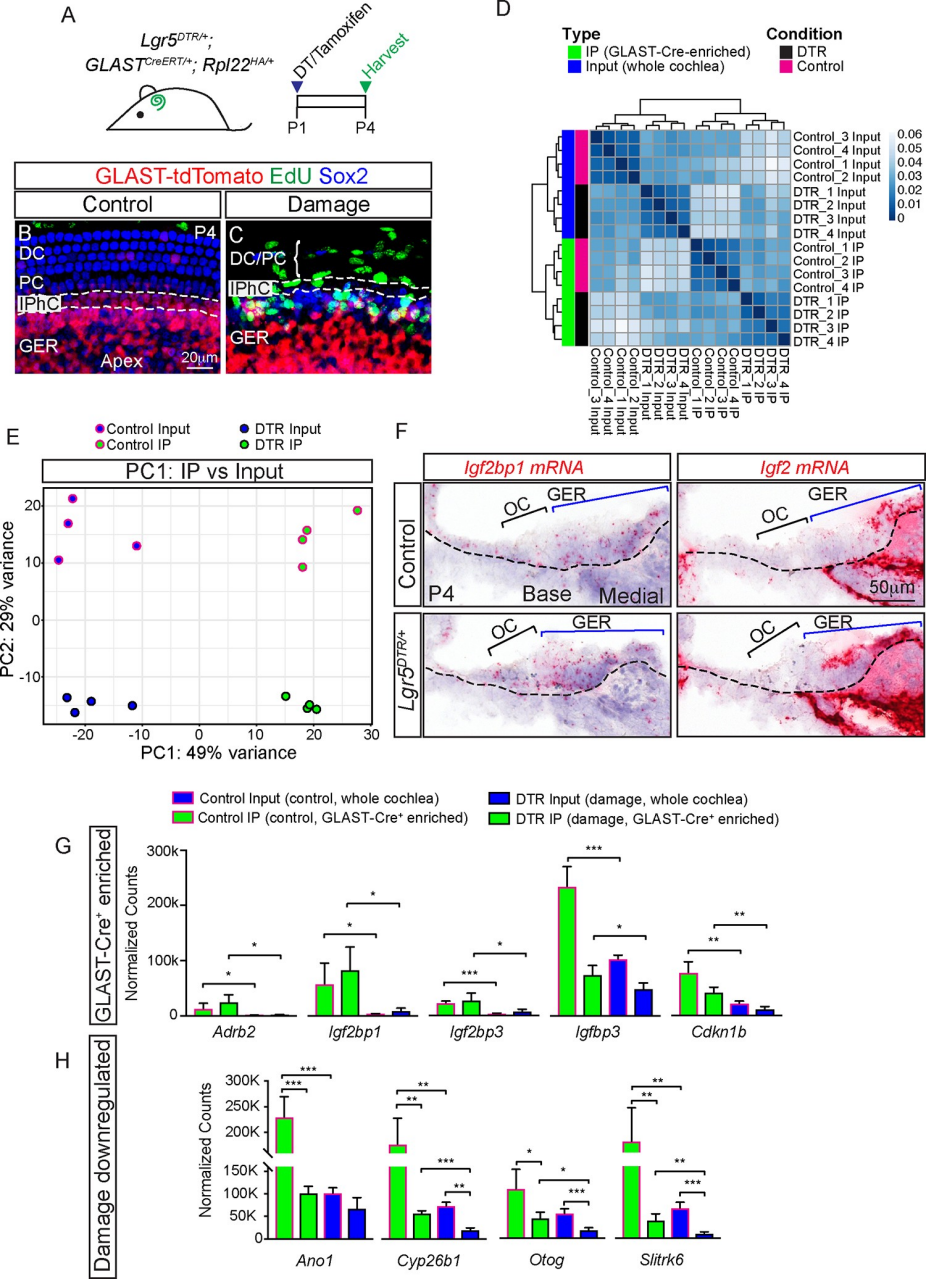
Translatomic analysis of GLAST-Cre^+^ cells. (A) Schematic displaying the mouse model and experimental timeline of DT and tamoxifen administration at P1 followed by cochlea harvest from P4 *Lgr5*^*DTR/+*^; *GLAST*^*CreERT/+*^; *Rpl22*^*HA/+*^. (B) GLAST-tdTomato is detected in IPhCs and GER cells in P4 *GLAST*^*CreERT/+*^*; R26R*^*tdTomato/+*^ (control) cochleae. (C) EdU^+^ tdTomato^+^ Sox2^+^ cells are found in the GER of the DT-treated *Lgr5*^*DTR/+*^; *GLAST*^*CreERT/+*^*; R26R*^*tdTomato/+*^ (DTR) cochleae. Dashed lines highlight IPhC region. (D) Four groups were analyzed: control and damage input (whole cochlea), control and damage immunoprecipate (IP, GLAST-Cre^+^ cells) with unsupervised hierarchical clustering analysis between samples showing higher correlation between biological replicates within each experimental group than with samples of other experimental groups. (E) PCA. Samples were projected onto the first 2 principal components, which were identified as cellular enrichment (IP vs. Input) as PC1 and the status of the cells (control vs. DTR) as PC2. (F) RNAscope in situ hybridization was used to validate a subset of differentially expressed and enriched genes, 2 of these genes *Igf2bp1* and *Igf2* were spatially enriched in the GER in the P4 control and damage cochlea (basal turn shown). (G, H) Validation of 5 enrichment and 4 damage down-regulated genes, respectively, using nCounter. Data represent mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 (Student *t* test). *n* = 4. See S1 Data for G and H. DC, Deiters’ cell; DT, diphtheria toxin; DTR, diphtheria toxin receptor; GER, greater epithelial ridge; IP, immunoprecipitation; IPhC, inner phalangeal cell; PC, pillar cell; PCA, principal component analysis; OC, organ of Corti.

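For each library, the 3 libraries with the highest correlation over the 16994 tested genes were the other replicates of its own group, which held for 16 of 16 libraries and under each of the 6 other scalings, pseudocounts and expression minima tried. Distances between libraries were 1 minus Pearson's r across genes, which are not independent replicates. Within groups the mean distance was 0.0144 in control input, 0.0165 in control IP, 0.0181 in DTR input and 0.0210 in DTR IP. Between input and IP it was 0.0495 in control and 0.0505 in DTR cochleae, and between control and DTR it was 0.0332 in input and 0.0362 in IP, so each of these differences was larger than the spread between replicates. Complete-linkage hierarchical clustering parted input from IP at its top split, and its 4 main branches were the 4 groups. In a PCA of the 500 most variable genes, PC1 held 42.9% of the variance and PC2 held 35.1%, followed by 8.46% for PC3. Sample type accounted for 94.1% of the variance along PC1, and treatment for 97.9% of that along PC2. Mean PC1 scores were -17.5 for control input, -23.0 for DTR input, 23.1 for control IP and 17.4 for DTR IP, while mean PC2 scores were -21.5, 16.4, -15.9 and 21.0 in the same order. With all tested genes PC2 held 23.9%, and with a pseudocount of 0.1 PC1 held 49.7% and followed treatment (99.4% of its variance), while sample type lay along PC2.

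**Figure D1:**
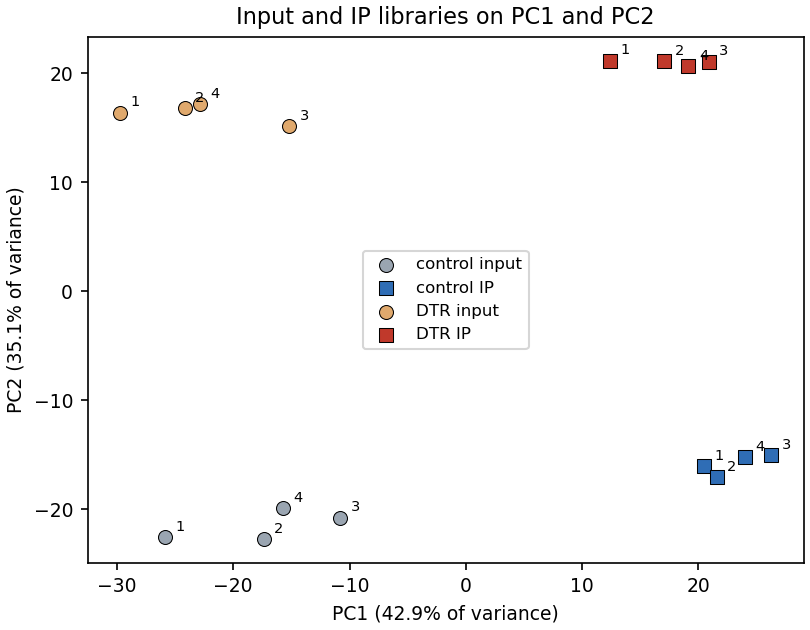
PC1 (42.9% of the variance) against PC2 (35.1%) for the 16 libraries, from log2 normalized CPM of the 500 most variable genes. Each point is 1 library; the 4 libraries of each group lie together, with input and IP apart along PC1 and control and DTR apart along PC2.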

Unsupervised hierarchical clustering analysis identified striking translatomic differences between sample types (input versus IP) and treatment groups (control versus DTR), which, in a principal component analysis (PCA), correspond to PC1 and PC2, respectively, while genetic convergence among the biological replicates was seen within each experimental group (**Fig 6D and 6E, S10 Table**).

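In control cochleae, 91 of 16994 genes met all criteria for enrichment in IP over input, and 89 of them are annotated as protein coding. On LFC and adjusted p alone the number was 136, and 42 genes met the mirrored criteria for depletion in IP. The expression minimum moved the count most, and 134 genes passed without it. Deviations from the group mean were correlated between control input and control IP libraries of the same replicate number (mean Pearson's r across genes 0.373, against -0.125 for different numbers, where genes are not independent replicates), and with the pool as a block the count was 91, all of them shared. Such deviations sum to 0, so the value for different numbers nearly follows from that for the same number. The same-number r was 0.388 between control IP and DTR IP, which come from separate pools, so it does not single out the pool. The largest LFC among these 91 genes was that of Igdcc3 (ENSMUSG00000032394, chromosome 9 of GRCm38 from 65141189 to 65185872), with 775 ± 98.6 CPM in control IP and 42.3 ± 7.28 CPM in control input (SD, n = 4), an LFC of 4.21 (standard error 0.15, limma adjusted p = 2.3e-12). Tnrc6a (ENSMUSG00000052707, chromosome 7 from 123123885 to 123195296) followed at 578 ± 143 and 32.3 ± 5.31 CPM, with an LFC of 4.12 (standard error 0.19, adjusted p = 3.7e-11). For Hic2 (ENSMUSG00000050240, chromosome 16 from 17233572 to 17263430), which overlaps Gm26635, the LFC was 3.90 (standard error 0.20, adjusted p = 7.3e-11). Igf2 (ENSMUSG00000048583, chromosome 7 from 142650766 to 142666816) had 3694 ± 525 CPM in IP and 326 ± 14.9 CPM in input, an LFC of 3.49 (standard error 0.14, adjusted p = 4.8e-12), with part of the gene overlapped by Igf2os. The LFC of Socs1 (ENSMUSG00000038037, chromosome 16 from 10782240 to 10785536) was 3.25 (standard error 0.23, adjusted p = 4.2e-09), from 134 ± 8.06 CPM in IP and 13.7 ± 1.45 CPM in input. Igf2bp1 (ENSMUSG00000013415, chromosome 11 from 95957163 to 96005940) rose from 12.1 ± 2.00 to 104 ± 18.1 CPM, an LFC of 3.05 (standard error 0.17, adjusted p = 2.7e-10), with Mir3063 and Gm29202 overlapping it. Socs3 (ENSMUSG00000053113, chromosome 11 from 117966079 to 117970047) had the smallest LFC of these genes, 2.14 (standard error 0.12, adjusted p = 2.0e-10), at 59.4 ± 7.80 CPM in IP and 13.1 ± 1.35 CPM in input. Whether reads were counted by strand is not stated in the paper's text, so the values of the 3 overlapped genes are uncertain to that extent.

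**Figure D2:**
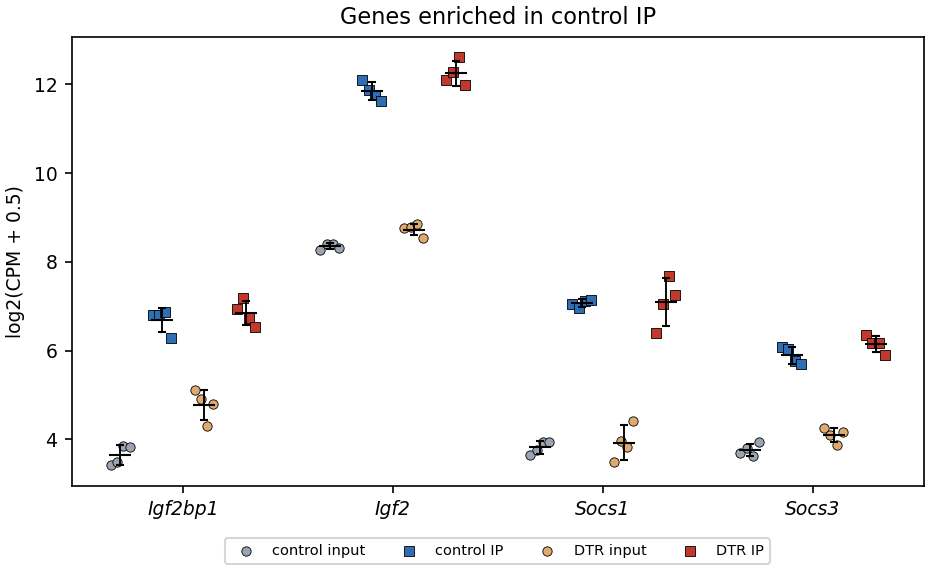
Log2(CPM + 0.5) of Igf2bp1, Igf2, Socs1 and Socs3 in each of the 16 libraries, with the mean and SD of each group (n = 4). For each gene the 4 control IP libraries lie above the 4 control input libraries, and the 4 DTR IP libraries above the 4 DTR input libraries.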

From GLAST-Cre^+^ cells in the control cochleae, we identified 147 genes that were both highly enriched in the IP compared with the input (LFC ≥ 2) and had an expression value greater than the median counts per kilobase million (CPM) value (**S11 Table**). All enriched ontological biological processes associated with these genes were related to transcription regulation (38 genes, FDR 7.13E-11) (**S10 Table**). Among these genes, we validated 5 members (*Adrb2*, *Igf2bp1*, *Igf2*, *Socs1*, and *Socs3*) and also 4 additional enriched genes (*Igfbp3*, *Igf2bp3*, *Cdkn1b*, and *Dlx5*) using nCounter (**Fig 6G, S7A Fig**). In addition, we performed *in situ* hybridization and found *Igf2* and *Igf2pb1* to be spatially enriched in the control and damaged GER, thereby confirming that GLAST-Cre^+^ cells are representative of GER cells (**Fig 6F, S7B–S7D Fig**). While our data on *Igf2* and *Igfbp3* are consistent with previous results [42], other genes have not been characterized in the cochlea and therefore serve as novel markers of the GER. These data indicate that GLAST-Cre^+^ GER cells have unique molecular signatures in both the undamaged and damaged cochleae.

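In DTR cochleae, 86 genes met the criteria for enrichment in IP over input, and 75 of them were also enriched in control cochleae, with 102 genes enriched in at least 1 of the groups. All 91 genes enriched in control IP had an LFC above 1 between DTR IP and DTR input. Same-numbered DTR input and IP libraries were correlated in their deviations from the group mean (mean r across genes, which are not independent replicates, 0.407, against -0.135 for different numbers), and with the pool as a block 86 genes were called. Among the genes enriched in control IP, the LFC in DTR cochleae was 4.21 for Igdcc3 (standard error 0.15, limma adjusted p = 2.2e-12), 3.33 for Igf2 (standard error 0.14, adjusted p = 7.3e-12) and 2.07 for Igf2bp1 (standard error 0.17, adjusted p = 4.1e-08). The enrichment of Igf2bp1 was smaller in DTR than in control cochleae by 0.98 on the log2 scale (interaction -0.98, standard error 0.24, adjusted p = 0.28), a difference that did not pass the threshold. Its adjusted p was 0.063 with the pool as a block, and it passed with DESeq2 (-1.04, adjusted p = 0.027). After damage Igf2bp1 rose in input (LFC 1.14, limma adjusted p = 0.00013) and showed no detectable change in IP (LFC 0.15, adjusted p = 0.61). Of the 91 genes enriched in control IP, 0 were called changed between control IP and DTR IP. In that comparison 4829 of the tested genes had an unadjusted p under 0.05. Slc1a3 (ENSMUSG00000005360, chromosome 15 of GRCm38 from 8634124 to 8710764), the gene that encodes GLAST, was not higher in IP, at 236 ± 21.9 CPM in control IP and 281 ± 14.3 CPM in control input (SD, n = 4), an LFC of -0.20 (standard error 0.093, adjusted p = 0.10). It was lower in DTR IP than in DTR input (LFC -0.27, adjusted p = 0.03) and lower in IP over both treatments (LFC -0.23, adjusted p = 0.0062). Lgr5 (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780), which drives the DT receptor, had 36.6 ± 3.99 CPM in control IP and 9.38 ± 1.40 CPM in DTR IP, an LFC of -1.93 (standard error 0.15, adjusted p = 3.5e-08). In input Lgr5 fell as well, from 63.3 ± 3.03 to 15.9 ± 3.69 CPM (adjusted p = 2.2e-08). It was lower in control IP than in control input (LFC -0.8, standard error 0.15, adjusted p = 0.00036). By the paper's genotypes only DTR mice carried the knock-in at Lgr5, and no undamaged DTR libraries were available. The fall of Lgr5 thus does not separate loss of cells from an effect of the knock-in allele. From the genes enriched in IP, part of which it also measured by nCounter and in situ hybridization, not analysed here, the paper concludes that GLAST-Cre+ GER cells carry molecular signatures of their own with and without damage.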

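Between control IP and DTR IP, 419 of the 16994 tested genes met all criteria, 191 higher and 228 lower in DTR IP. Without the separation criterion the count was 756, the largest move among the alternatives tried. The 45.6% share of higher genes depended on the scaling and was 53.4% without quantile normalization and 49.5% with each library centred on its median. Deviations from the group mean were correlated between control IP and DTR IP libraries of the same replicate number (mean r 0.388 across genes, which are not independent replicates, against -0.129 for different numbers), and with the replicate number as a block 420 genes were called, 419 of them shared. In input, 397 genes changed between control and DTR, 227 higher and 170 lower, and 237 genes were called in both IP and input, all in the same direction. Of the 419 genes changed in IP, 418 had the same sign of LFC in input. The largest decrease in IP was that of Trh (ENSMUSG00000005892, chromosome 6 of GRCm38 from 92242061 to 92244650), from 55.5 ± 11.5 CPM to 0.135 ± 0.0668 CPM (SD, n = 4), an LFC of -6.50 (standard error 0.19, limma adjusted p = 8.2e-14). Its DTR IP libraries held 2 to 6 reads, so the size of this LFC depends on the pseudocount. Prdm12 (ENSMUSG00000079466, chromosome 2 from 31640037 to 31655795), which overlaps Gm13425, fell from 10.1 ± 1.57 to 0.158 ± 0.0544 CPM, with 3 to 7 reads in DTR IP and an LFC of -4.11 (standard error 0.21, adjusted p = 1.9e-10). Among the increases, Trim17 (ENSMUSG00000036964, chromosome 11 from 58954685 to 58973098) rose from 1.67 ± 0.171 to 107 ± 35.4 CPM, an LFC of 5.48 (standard error 0.25, adjusted p = 3.3e-11), with Hist3h2a, 2310058D17Rik and Gm44313 overlapping it. Madcam1 (ENSMUSG00000020310, chromosome 10 from 79664559 to 79668537) rose from 0.118 ± 0.118 CPM, 1 to 10 reads, to 20.8 ± 2.48 CPM, an LFC of 5.05 (standard error 0.18, adjusted p = 8.7e-13). Cacna1c (ENSMUSG00000051331, chromosome 6 from 118587240 to 119196418) had an LFC of 1.89 (standard error 0.22, adjusted p = 5.2e-06). Iqck (ENSMUSG00000073856, chromosome 7 from 118855752 to 118972652), which Gprc5b and Knop1 overlap, had an LFC of 1.05 (standard error 0.17, adjusted p = 0.00029) and a separation of 1.37, under the threshold, and was called without quantile normalization, without the separation criterion and without DTR IP replicate 4. Otog (LFC -1.56, adjusted p = 7.3e-07) and Ppp2r2b (LFC -2.09, adjusted p = 7.1e-05), the latter overlapped by 4933407I08Rik, were among the genes called lower.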

To delineate damage-induced changes in gene expression, we compared control IP and DTR IP samples and identified 603 DEGs (LFC ≥ 1, FDR < 0.05, separation > 1.5) (**S12 Table**). These genes were enriched for biological processes highly associated with cell division (e.g., mitotic nuclear division, *p* = 2.28E-17) (**S10 Table**), consistent with the observed damaged-induced proliferation and increased *Mki67* mRNA levels (**S8A Fig**).

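The expression of cell division genes was summarised as the mean log2 normalized CPM of 97 genes of S phase and G2/M phase, a list chosen without reference to these data, and gene ontology terms were not analysed here. This mean was higher in DTR IP than in control IP by 0.82 on the log2 scale, and each DTR IP library lay above each control IP library (exact permutation test, two-sided, p = 0.029, the smallest p that 4 libraries against 4 allow). In input the mean was higher after damage by 0.50 (exact permutation p = 0.029). The rise was larger in IP by 0.31, a difference that did not reach the threshold (exact permutation p = 0.057). The mean stayed lower in IP than in input, by -0.55 in control and -0.24 in DTR cochleae (exact permutation p = 0.029 each). Of the 97 genes, 91 had a positive LFC in IP and 92 in input. With replicates paired by number, the differences were unchanged and higher in 4 of 4 pairs, and the exact paired p was 0.125, the smallest p that 4 pairs allow. The list accounted for 31 of the 191 genes called higher in DTR IP (Fisher's exact test against the 16994 tested genes, p = 3.4e-37) and for 0 of the 228 genes called lower (Fisher's exact p = 0.64). In input it accounted for 3 of the 227 higher genes (Fisher's exact p = 0.14). Mki67 (ENSMUSG00000031004, chromosome 7 of GRCm38 from 135689784 to 135716361) rose from 12.1 ± 3.66 CPM in control IP to 32.1 ± 4.96 CPM in DTR IP (SD, n = 4), an LFC of 1.32 (standard error 0.18, limma adjusted p = 2.8e-05). In input it rose from 8.32 ± 1.75 to 13.7 ± 0.825 CPM, an LFC of 0.70 (standard error 0.18, adjusted p = 0.011). Ccnb2 (ENSMUSG00000032218, chromosome 9 from 70407692 to 70421547) rose from 4.22 ± 1.04 to 20.3 ± 3.83 CPM in IP, an LFC of 2.01 (standard error 0.17, adjusted p = 1.2e-07). Its LFC in input was 0.93 (standard error 0.17, adjusted p = 0.00097), and the difference of 1.08 between IP and input passed the threshold with the pool as a block (adjusted p = 0.027) and with DESeq2 (difference 1.30, adjusted p = 0.0026) but not with group means alone (adjusted p = 0.22).

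**Figure D3:**
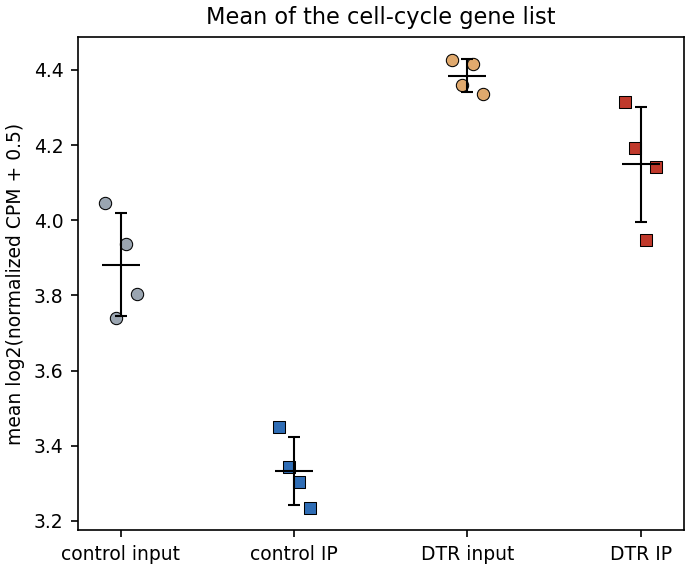
Mean log2(normalized CPM + 0.5) of the 97 cell division genes in each of the 16 libraries, with the mean and SD of each group (n = 4). The 4 DTR libraries lie above the 4 control libraries in IP and in input.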

We validated 24 DEGs between control and damaged-activated GER cells using nCounter, including 7 damage-down-regulated (*Ano1*, *Cyp26b1*, *Otog*, *Slitrk6*, *Lfng*, *Ppp2r2b*, and *Trh)* and 8 damage-up-regulated genes (*Egr1*, *Egr4*, *Atf3*, *Iqck*, *Cacna1*, *Ccnb2*, *Cdk1*, and *Cenpf)* **(Figs 6H, 7C, 7D, and 7G–7J, S8C and S8D Fig, S12 Table**). Of these, *Ccnb2*, *Cdk1*, and *Cenpf* are known regulators of cell cycle, which again support the observed damaged-induced proliferation in GER cells.

**Fig 7:**
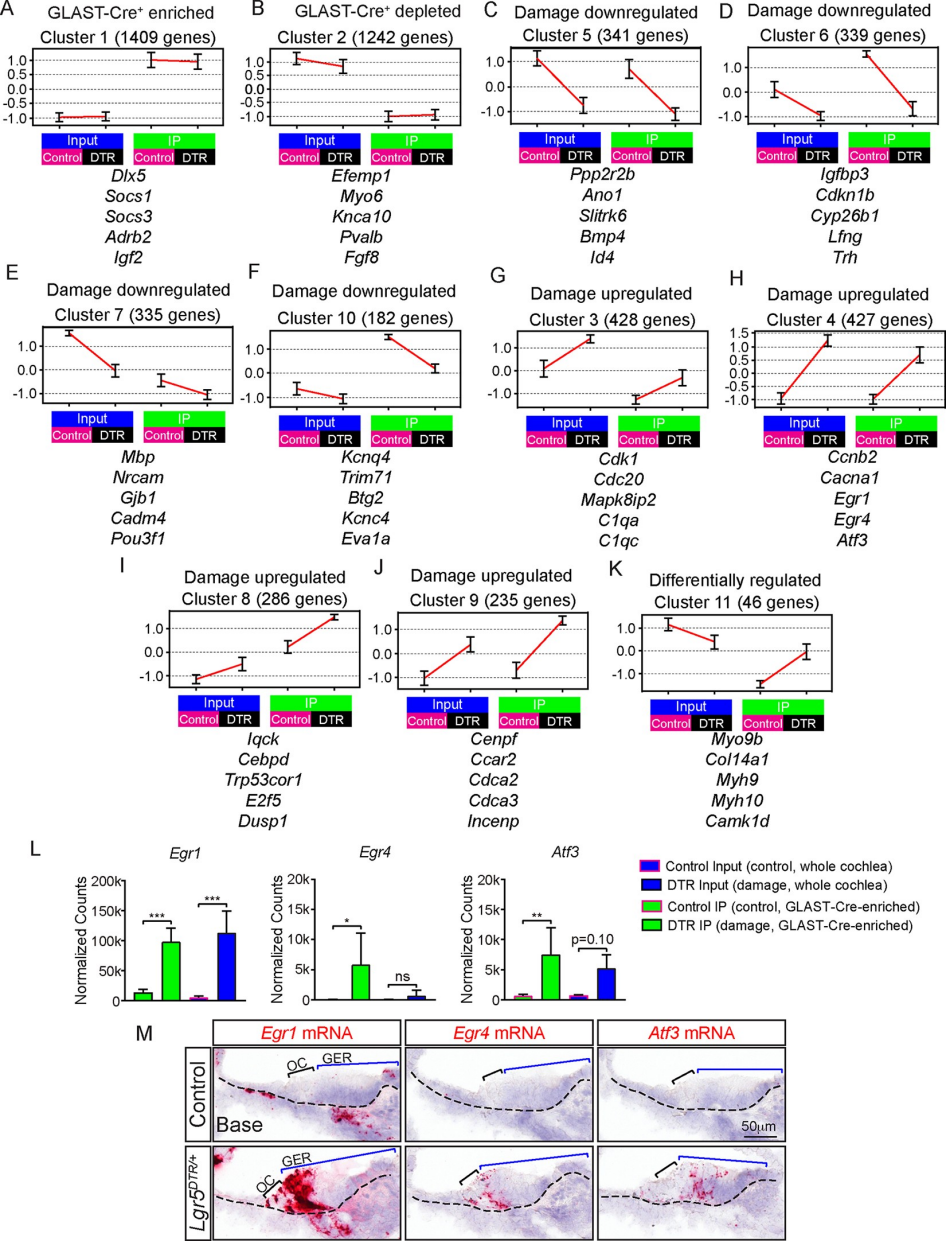
Analysis of gene clusters of the damaged GER. (A-K). Cluster analysis applied to the set of 5,095 DEGs, which identified 11 main expression patterns grouped into 5 categories. (A) genes enriched in GLAST-Cre^+^ population, (B) genes depleted in the GLAST-Cre^+^ population, (C-F) genes expressed at lower levels after damage, (G-J) genes expressed at higher levels after damage, and (K) genes differentially regulated between input and IP after damage. Each cluster is represented by its mean expression patterns (error bars represent ±SD). A biologically representative group of genes is displayed under each cluster. Expression levels were standardized per gene prior to clustering in order to group genes by their expression pattern, regardless of absolute expression magnitude. (L) Normalized counts using the nCounter assay showed that *Egr1*, *Egr4*, and *Atf3* mRNA expression were significantly increased in damaged (DTR) IP samples compared to undamaged (control) IP samples. (M) At P4 *Egr1*, *Egr4*, and *Atf3*, mRNA expression was minimal in the undamaged cochleae, becoming robust in the OC and lateral GER after damage. Data represent mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. One-way ANOVA with Tukey’s multiple comparisons test, Mann–Whitney test, or Student *t* test. *n* = 4–5. See S1 Data for A-L. DC, Deiters’ cell; DEG, differentially expressed gene; DTR, diphtheria toxin receptor; GER, greater epithelial ridge; IHC, inner hair cell; IP, immunoprecipitation; OHC, outer hair cell; IPhC, inner phalangeal cell; OC, organ of Corti; PC, pillar cell.

### Distinct patterns of gene expression

To further classify patterns of differential gene expression across sample types and treatment groups, unbiased cluster analysis was performed using the CLICK algorithm within the Expander gene expression platform [43]. 

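A union of DEGs was formed from genes changed between IP and input, over control and DTR together, and genes changed between control and DTR in IP or in input. Each comparison required a fold change above 1.5, an adjusted p under 0.05 (limma) and no overlap between the compared libraries. The union held 4452 of the 16994 tested genes, and CLICK clusters were not computed here. For 4 libraries against 4, chance alone gives no overlap in 2.9% of genes, both directions taken together. Without the no-overlap criterion the union held 6100 genes, the largest count among the alternatives, and with at least 2 CPM required in a group it held 3984, the smallest. Deviations from the group mean were correlated between control input and DTR input libraries of the same number (mean r 0.357 across genes, which are not independent replicates, against -0.119 for different numbers). With the replicate number as a block the union held 4569 genes, among them all 4452.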

Using this technique, we identified 19 main clusters within the 5,095 DEGs from both control and damaged input and IP groups, 11 of which contained more than 40 genes (**Fig 7A–7K**, **S13 Table**). We classified these 11 clusters into 5 main categories: (1) Glast-Cre^+^ enriched (cluster 1); (2) Glast-Cre^+^ depleted (cluster 2); (3) damage down-regulated (clusters 5, 6, 7, 10); (4) damage up-regulated (clusters 3, 4, 8, 9); and (5) differentially regulated between input and DTR (cluster 11).

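The 4452 genes were sorted by the comparison that placed them in the union. Sample type placed 2557 genes there, 1375 higher and 1182 lower in IP than in input. Treatment placed 2031 genes there, 1535 of them by the comparison of IP libraries and 1406 by that of input libraries, and 136 genes entered by sample type and by treatment. Of the 2031 genes, 914 were lower in DTR than in control in both IP and input, and 1082 were higher in both. A fall in input with a rise in IP was seen for 25 genes, and the opposite pattern for 10. These patterns follow the signs of the LFCs, and the difference between IP and input was tested separately as an interaction. In that test (limma, adjusted p under 0.05 and an absolute difference of at least 1), 2 genes passed, Trh and Gm34653, the latter named after its values were seen. For Trh the change after damage was larger in IP by -1.86 on the log2 scale (standard error 0.27, adjusted p = 0.028). The difference for Trh did not pass the threshold with a pseudocount of 0.1 (adjusted p = 0.14), without the filter on low values (adjusted p = 0.098), with edgeR (adjusted p = 0.66) or with DESeq2 (adjusted p = 0.45). Gm34653 changed by -0.06 in IP and by 1.67 in input. The unadjusted p was under 0.05 for 870 genes, of which 107 had an absolute difference of at least 1. With the pool as a block, 23 genes passed, 8 with a more positive change in IP and 15 with a more negative one, and 3 of them fell in input while they rose in IP. For 16 of 51 named genes the log2 difference of IP and input in the 4 DTR pools did not overlap that in the 4 control pools (exact permutation p = 0.029 each, the smallest p for 4 pools against 4). Adjusted over the 51 genes this p was 0.091, above the threshold. None could pass unless more of the 51 genes reached the smallest p. The adjustment thus does not tell these differences from chance in either direction. The permutation test by pool was chosen after the values were seen, and the genes were not drawn at random.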

Cluster 1 includes *Dlx5*, *Socs1*, *Socs3*, *Adrb2*, and *Igf2*, which represent newly validated and previously reported markers of GER in the medial domain (**Figs 6G, 6H and 7A**) [42]. 

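Averaged over control and DTR cochleae, Dlx5 (ENSMUSG00000029755, chromosome 6 of GRCm38 from 6877805 to 6882085) was higher in IP than in input by an LFC of 1.75 (standard error 0.20, limma adjusted p = 5.7e-07). It had 36.1 ± 6.02 CPM in control IP against 10.7 ± 1.87 CPM in control input, and 43.3 ± 18.7 CPM in DTR IP against 12.1 ± 4.24 CPM in DTR input (SD, n = 4). Its LFC was 1.72 in control cochleae alone (standard error 0.28, adjusted p = 7.4e-05), below the threshold of 2 for enrichment. The corresponding mean LFC was 3.41 for Igf2 (standard error 0.098, adjusted p = 1.2e-14), 3.22 for Socs1 (standard error 0.16, adjusted p = 1.3e-11) and 2.10 for Socs3 (standard error 0.082, adjusted p = 5.9e-13). These 4 genes were in the union by sample type, each with the 8 IP libraries above the 8 input libraries, and did not enter it by treatment.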

Cluster 2 primarily comprises markers of HCs (*Fgf8*, *Myo6*, *Kcna10*, *Pvalb*, and *Efemp1*) (**Fig 7B**). 

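Each of 5 HC genes had fewer CPM in control IP than in control input. Pvalb (ENSMUSG00000005716, chromosome 15 of GRCm38 from 78191114 to 78206400) had 15.1 ± 7.17 CPM in control IP and 75.2 ± 39.8 CPM in control input (SD, n = 4), an LFC of -2.20 (standard error 0.37, limma adjusted p = 0.00011). For Kcna10 (ENSMUSG00000042861, chromosome 3 from 107183056 to 107195721), at 5.65 ± 0.962 and 23.7 ± 3.41 CPM, the LFC was -1.90 (standard error 0.17, adjusted p = 1.0e-07). Efemp1 (ENSMUSG00000020467, chromosome 11 from 28853204 to 28926743) had 107 ± 11.7 and 332 ± 38.1 CPM, an LFC of -1.57 (standard error 0.11, adjusted p = 7.5e-09). Myo6 (ENSMUSG00000033577, chromosome 9 from 80165031 to 80311729) had 141 ± 20.7 and 323 ± 30.6 CPM, an LFC of -1.14 (standard error 0.11, adjusted p = 2.5e-07). The smallest difference was that of Fgf8 (ENSMUSG00000025219, chromosome 19 from 45736798 to 45742915), at 2.71 ± 0.228 and 6.09 ± 0.805 CPM, with an LFC of -0.90 (standard error 0.22, adjusted p = 0.0027). A list of 14 HC genes, these 5 included, was lower in control IP by a mean of -1.54 on the log2 scale, with 14 of 14 genes lower (exact permutation test, two-sided, p = 0.029, the smallest p for 4 libraries against 4). With input and IP paired by pool the difference was lower in 4 of 4 pairs (exact p = 0.125, the smallest p for 4 pairs). In DTR cochleae the mean difference was -1.28. Lists of some other cell types were lower in control IP as well, with mean differences of -1.69 for 10 macrophage genes, -1.85 for Schwann cell and glial genes and -1.47 for 8 endothelial genes. The difference was smaller for mesenchymal genes (-0.33, with 4 of 10 genes higher, exact permutation p = 0.029) and for neuronal genes (-0.25, with 5 of 12 genes higher, exact permutation p = 0.49). Paired by pool, mesenchymal genes and neuronal genes were each lower in IP in 4 of 4 pools (exact p = 0.125 each, the smallest p for 4 pairs).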

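Lfng (ENSMUSG00000029570, chromosome 5 of GRCm38 from 140607320 to 140615545) fell from 279 ± 26.9 CPM in control IP to 16.8 ± 3.58 CPM in DTR IP (SD, n = 4), an LFC of -4.08 (standard error 0.17, limma adjusted p = 1.2e-11). In input it fell from 74.5 ± 10.7 to 7.14 ± 1.11 CPM, an LFC of -3.35 (standard error 0.17, adjusted p = 9.1e-11). Slitrk6 (ENSMUSG00000045871, chromosome 14 from 110748580 to 110755149) had 174 ± 23.6 CPM in control IP and 14.0 ± 3.46 CPM in DTR IP, an LFC of -3.66 (standard error 0.20, adjusted p = 2.3e-10), with an LFC of -3.13 in input (adjusted p = 1.6e-09). Cyp26b1 (ENSMUSG00000063415, chromosome 6 from 84571414 to 84593908) had 127 ± 14.1 and 20.0 ± 3.84 CPM, an LFC of -2.70 in IP (standard error 0.16, adjusted p = 6.3e-10) and -2.37 in input (adjusted p = 3.7e-09). Igfbp3 (ENSMUSG00000020427, chromosome 11 from 7206086 to 7213923) fell from 1358 ± 73.1 to 224 ± 39.6 CPM, an LFC of -2.56 in IP (standard error 0.13, adjusted p = 8.0e-11) and -1.85 in input (adjusted p = 4.8e-09). The difference of -0.71 between the 2 had an adjusted p of 0.28 with group means, 0.076 with the pool as a block and 0.041 with DESeq2. Lfng and Igfbp3 were higher in control IP than in control input, with LFCs of 1.92 and 1.33 (adjusted p = 6.8e-08 and 1.6e-07). Of the 228 genes called lower in DTR IP, 100% had a negative LFC in input, against 53.2% of all tested genes, and 117 were called lower there.

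**Figure D4:**
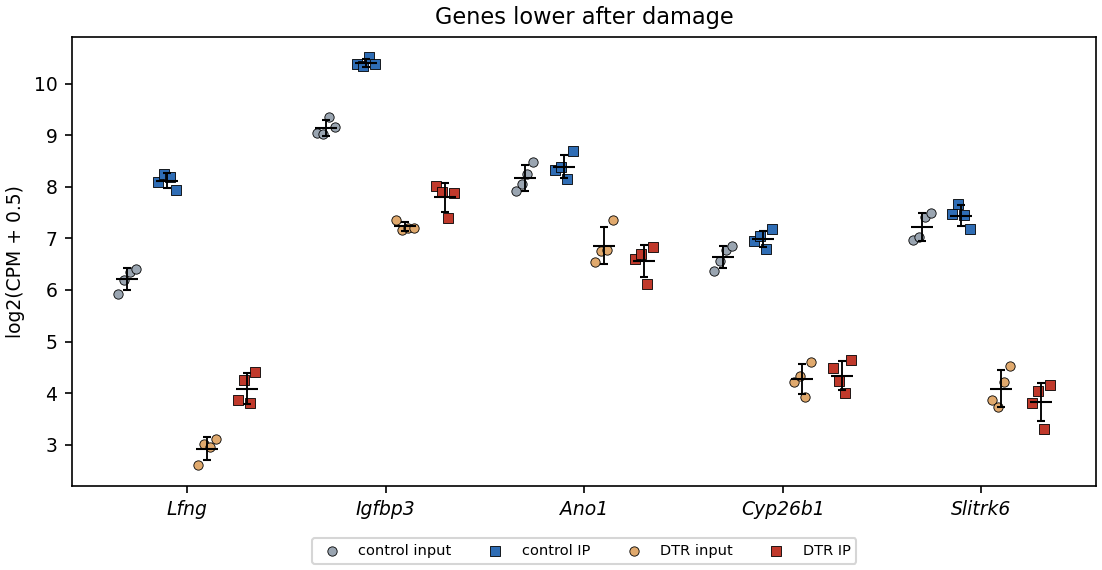
Log2(CPM + 0.5) of Lfng, Igfbp3, Ano1, Cyp26b1 and Slitrk6 in each of the 16 libraries, with the mean and SD of each group (n = 4). For each gene the 4 DTR libraries lie below the 4 control libraries, in IP and in input.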

A wide array of genes contribute to the damage down-regulated clusters (clusters 5, 6, 7, and 10), including markers of SCs and GER (*Lfng*, *Igfbp3*) and thus reflective of cell loss (**Fig 7C–7F**) [44], along with those previously validated (*Ano1*, *Cyp26b1*, *Slitrk6*; **Fig 6H**). 

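Mbp (ENSMUSG00000041607, chromosome 18 of GRCm38 from 82475146 to 82585637) fell from 1339 ± 386 CPM in control input to 502 ± 111 CPM in DTR input (SD, n = 4), an LFC of -1.37 (standard error 0.25, limma adjusted p = 0.00077). In IP it fell from 355 ± 116 to 177 ± 42.7 CPM, an LFC of -0.97 (standard error 0.25, adjusted p = 0.011). Pou3f1 (ENSMUSG00000090125, chromosome 4 from 124656807 to 124660655) fell from 83.8 ± 9.37 to 50.3 ± 2.09 CPM in input, an LFC of -0.71 (standard error 0.12, adjusted p = 0.00033). Its change in IP, from 46.7 ± 4.19 to 42.1 ± 7.30 CPM, could not be told from 0 (LFC -0.19, standard error 0.12, adjusted p = 0.30), although the difference of 0.51 between IP and input did not pass the threshold either (standard error 0.17, adjusted p = 0.60, or 0.21 with the pool as a block). Its pool-wise log2 difference of IP and input lay between -0.47 and -0.07 in DTR and between -0.99 and -0.55 in control pools. The exact permutation p was 0.029, the smallest for 4 pools against 4, not adjusted for the number of genes. This test was chosen after the values were seen. Nrcam (ENSMUSG00000020598, chromosome 12 from 44328885 to 44601964) fell from 76.2 ± 8.68 to 25.6 ± 5.37 CPM in IP, an LFC of -1.61 (standard error 0.15, adjusted p = 5.3e-07), and by an LFC of -1.28 in input (adjusted p = 8.7e-06). Gjb1 (ENSMUSG00000047797, chromosome X from 101376378 to 101385629) fell from 2.18 ± 0.249 to 1.12 ± 0.287 CPM in IP, an LFC of -0.95 (standard error 0.19, adjusted p = 0.0020), and by an LFC of -1.05 in input (adjusted p = 0.00089). Mbp, Nrcam and Gjb1 were lower in control IP than in control input, with LFCs of -1.84, -0.99 and -1.23 (adjusted p = 1.1e-05, 4.9e-05 and 5.4e-05).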

Additionally, other cohorts of genes that decreased include modulators of myelination (*Mpb*, *Pou3f1*) [45,46], innervation (*Slitrk6*) [47], cell adhesion (*Nrcam*), and gap junction genes (*Gjb1*) (**Figs 6H and 7C–7F, S13 Table**) [47,48]. 

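Ocm (ENSMUSG00000029618, chromosome 5 of GRCm38 from 144019804 to 144026670) had 13.2 ± 5.25 CPM in DTR IP and 9.54 ± 0.702 CPM in control IP (SD, n = 4), an LFC of 0.29 (standard error 0.24, limma adjusted p = 0.47), and an LFC of 0.17 in input (adjusted p = 0.74). Slc26a5 (ENSMUSG00000029015, chromosome 5 from 21810655 to 21865604) had 2.78 ± 0.693 and 3.59 ± 1.14 CPM, an LFC of -0.46 (standard error 0.22, adjusted p = 0.18), and an LFC of -0.27 in input (adjusted p = 0.53). Neither gene showed a detectable change. Slc26a5 was lower in control IP than in control input, with an LFC of -2.46 (standard error 0.22, adjusted p = 9.0e-08), and so was Ocm, which had 41.0 ± 9.20 CPM in control input.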

Interestingly, although OHCs remained in the P4 damaged cochlea (**Fig 1L, S1 Table**), the OHC gene *Kcnq4* was down-regulated, while *Ocm* and *Slc26A5* remained unchanged (**Fig 7F, S13 Table**). 

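Ano1 (ENSMUSG00000031075, chromosome 7 of GRCm38 from 144588549 to 144751974) had 338 ± 54.2 CPM in control IP and 95.7 ± 19.0 CPM in DTR IP (SD, n = 4), an LFC of -1.83 (standard error 0.18, limma adjusted p = 9.0e-07). In input it had 291 ± 50.0 CPM in control and 118 ± 31.4 CPM in DTR cochleae, an LFC of -1.27 (standard error 0.18, adjusted p = 7.7e-05), with a separation of 1.40. The fall was larger in IP by -0.56 on the log2 scale, which did not pass the threshold (standard error 0.26, adjusted p = 0.95, or 0.25 with the pool as a block). It was not enriched in control IP over control input (LFC 0.27, standard error 0.18, adjusted p = 0.26).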

*Ano1*, which is expressed by IPhCs and GER and required for spontaneously calcium activity [7], was also down-regulated (**Figs 6H and 7C**). Consistent with robust proliferation after damage, the cell cycle inhibitor *Cdkn1b* (encoding p27kip1) was down-regulated (**Figs 6G** and **7D**) [49], while other known and candidate regulators of proliferation were up-regulated after damage (clusters 3, 4, 8, and 9), including *Cdk1*, *Cenpf*, *Ccar2*, *Cdc20*, *Cdca2*, *Cdca3*, and *E2f5* (**Fig 7G–7J, S13 Table**). 

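Cdkn1b (ENSMUSG00000003031, chromosome 6 of GRCm38 from 134920401 to 134925513) fell from 79.6 ± 19.7 CPM in control IP to 42.0 ± 9.34 CPM in DTR IP (SD, n = 4), an LFC of -0.96 (standard error 0.18, limma adjusted p = 0.00096). In input its LFC was -1.21 (standard error 0.18, adjusted p = 0.00011). Cdk1 (ENSMUSG00000019942, chromosome 10 from 69335146 to 69352938) rose from 6.67 ± 1.36 to 23.3 ± 2.23 CPM in IP, an LFC of 1.63 (standard error 0.15, adjusted p = 4.8e-07). Cenpf (ENSMUSG00000026605, chromosome 1 from 189640606 to 189688086) rose from 7.28 ± 2.77 to 27.1 ± 7.14 CPM, an LFC of 1.75 (standard error 0.21, adjusted p = 8.5e-06). The LFCs in IP of Cdc20, Cdca2 and Cdca3 were 1.45, 1.30 and 1.23 (adjusted p = 7.7e-07, 0.00016 and 1.7e-05), with Cdc20 overlapped by Elovl1. In input, the LFCs of Cdk1, Cenpf, Cdc20, Cdca2 and Cdca3 lay between 0.62 and 0.94. E2f5 (ENSMUSG00000027552, chromosome 3 from 14578641 to 14606309), overlapped by 1810022K09Rik, rose from 212 ± 44.1 to 319 ± 58.8 CPM in IP, an LFC of 0.62 (standard error 0.16, adjusted p = 0.010), and from 46.4 ± 3.91 to 128 ± 22.1 CPM in input, an LFC of 1.42 (standard error 0.16, adjusted p = 3.3e-06). Its difference between IP and input, -0.80 with group means (adjusted p = 0.43, or 0.11 with the pool as a block), had an adjusted p under 0.05 with DESeq2 (-0.92, adjusted p = 0.030). Ccar2 (ENSMUSG00000033712, chromosome 14 from 70138164 to 70153811), overlapped by Bin3, showed no detectable change, at 86.4 ± 14.3 CPM in control IP and 85.1 ± 13.6 CPM in DTR IP, an LFC of -0.04 (standard error 0.14, adjusted p = 0.89). In input its LFC was -0.09 (standard error 0.14, adjusted p = 0.77). The sign of its LFC in IP turned positive when control IP replicate 2, control IP replicate 4 or DTR IP replicate 3 was left out, with values of 0.01, 0.03 and 0.09.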

*Egr1*, a transcription factor implicated in liver regeneration [50], along with its associated genes (*Egr4* and *Atf3*), were also dramatically up-regulated after damage (cluster 4) (**Fig 7H**). 

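Egr1 (ENSMUSG00000038418, chromosome 18 of GRCm38 from 34859823 to 34864984) rose from 49.9 ± 8.13 CPM in control IP to 767 ± 408 CPM in DTR IP (SD, n = 4), an LFC of 3.85 (standard error 0.40, limma adjusted p = 1.4e-06). In input it rose from 55.4 ± 14.0 to 1700 ± 836 CPM, an LFC of 4.79 (standard error 0.40, adjusted p = 8.0e-08). Egr4 (ENSMUSG00000071341, chromosome 6 from 85511121 to 85513589) was close to the limit of detection in control libraries, with 0 to 8 reads in IP and 0 to 4 reads in input. It reached 35.2 ± 22.4 CPM in DTR IP and 40.1 ± 24.8 CPM in DTR input, with LFCs of 5.65 and 5.96 (standard error 0.45 for each, adjusted p = 3.8e-08 and 1.9e-08) whose size depends on the pseudocount. Atf3 (ENSMUSG00000026628, chromosome 1 from 191170296 to 191218039) rose from 2.35 ± 0.711 to 17.7 ± 3.68 CPM in IP, an LFC of 2.55 (standard error 0.23, adjusted p = 1.9e-07), and from 2.67 ± 0.499 to 22.9 ± 5.65 CPM in input, an LFC of 2.86 (standard error 0.23, adjusted p = 4.4e-08). In control cochleae the LFCs of IP over input were -0.12 for Egr1, 0.12 for Egr4 and -0.08 for Atf3 (adjusted p = 0.84, 0.86 and 0.81). The interactions between the changes in IP and input were -0.93, -0.31 and -0.31 on the log2 scale for the 3 genes, and none passed the threshold with group means (adjusted p = 1 for each). With the pool as a block, the rise of Egr1 was smaller in IP than in input (standard error 0.14, adjusted p = 0.023), and the adjusted p was 0.79 for Egr4 and for Atf3. The log2 difference of IP and input lay between -1.21 and -0.93 in the 4 DTR pools and between -0.35 and 0.20 in the 4 control pools for Egr1 (exact permutation p = 0.029, the smallest p for 4 pools against 4, not adjusted for the number of genes). This test was chosen after the values were seen.

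**Figure D5:**
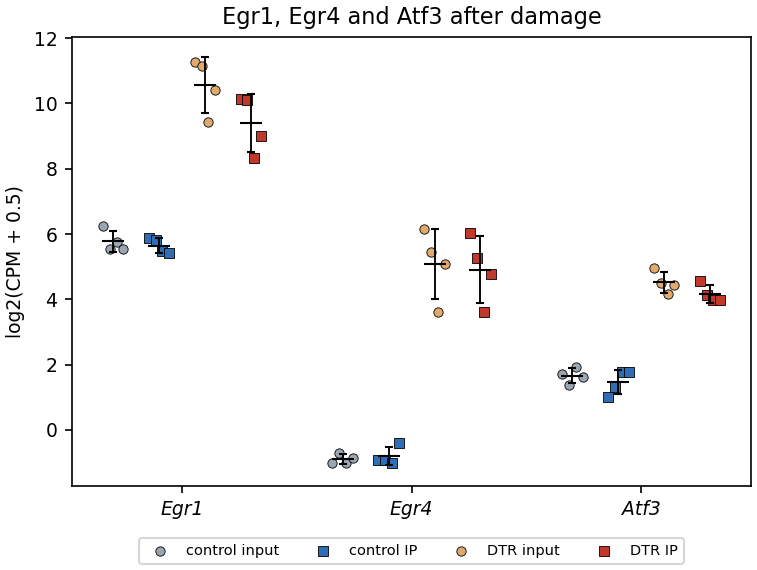
Log2(CPM + 0.5) of Egr1, Egr4 and Atf3 in each of the 16 libraries, with the mean and SD of each group (n = 4). For each gene the 8 DTR libraries lie above the 8 control libraries.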

*In situ* hybridization and nCounter (see Methods for details) both confirmed minimal *Egr1*, *Egr4*, and *Atf3* mRNA expression in the undamaged cochlea and their robust increase after damage (**Fig 7H, 7L and 7M, S8E–S8G Fig**). Finally, genes differentially regulated between input (decrease) and IP samples (increase) after damage included those that regulate actin filament–based movement (*Myo9b*, *Myh10*, *Myh9*) (cluster 11), which may play a role of cell migration (**Fig 7K**) [51–53]. 

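Myo9b (ENSMUSG00000004677, chromosome 8 of GRCm38 from 71272714 to 71360713), which overlaps Haus8, had 41.5 ± 7.52 CPM in control IP and 52.2 ± 8.99 CPM in DTR IP (SD, n = 4), an LFC of 0.30 (standard error 0.15, limma adjusted p = 0.21). In input it had 67.6 ± 4.87 and 59.5 ± 15.6 CPM, an LFC of -0.22 (standard error 0.15, adjusted p = 0.44). Myh10 (ENSMUSG00000020900, chromosome 11 from 68691559 to 68816632) rose from 55.7 ± 7.45 to 81.2 ± 3.46 CPM in IP, an LFC of 0.54 (standard error 0.12, adjusted p = 0.0038), and had 99.6 ± 11.1 and 92.1 ± 15.7 CPM in input, an LFC of -0.11 (standard error 0.12, adjusted p = 0.65). Myh9 (ENSMUSG00000022443, chromosome 15 from 77760587 to 77842175) rose from 36.2 ± 8.39 to 55.9 ± 9.55 CPM in IP, an LFC of 0.60 (standard error 0.19, adjusted p = 0.037), and had 61.1 ± 13.3 and 53.6 ± 14.1 CPM in input, an LFC of -0.19 (standard error 0.19, adjusted p = 0.62). The change of Myh9 in IP did not pass the threshold without the filter on low values (adjusted p = 0.087) or with edgeR (adjusted p = 0.062), nor in 5 of the 8 fits that each left out 1 of the compared libraries. In input, control and DTR libraries overlapped for all 3 genes. The difference between the changes in IP and input was 0.52 for Myo9b, 0.65 for Myh10 and 0.79 for Myh9 on the log2 scale (adjusted p = 0.86, 0.29 and 0.64), and with the pool as a block the adjusted p was 0.31, 0.12 and 0.14. Pool by pool, the log2 difference of IP and input was higher in each DTR pool than in each control pool for Myh10 and for Myh9 (exact permutation p = 0.029 each, the smallest p for 4 pools against 4), but not for Myo9b (exact permutation p = 0.086). This test was chosen after the values were seen. The 3 genes were outside the union of 4452 DEGs. Myh9 entered it by treatment with each library centred on its median, without the no-overlap criterion, without control IP replicate 1 and without DTR IP replicate 2, and Myh10 entered it without control IP replicate 1.

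**Figure D6:**
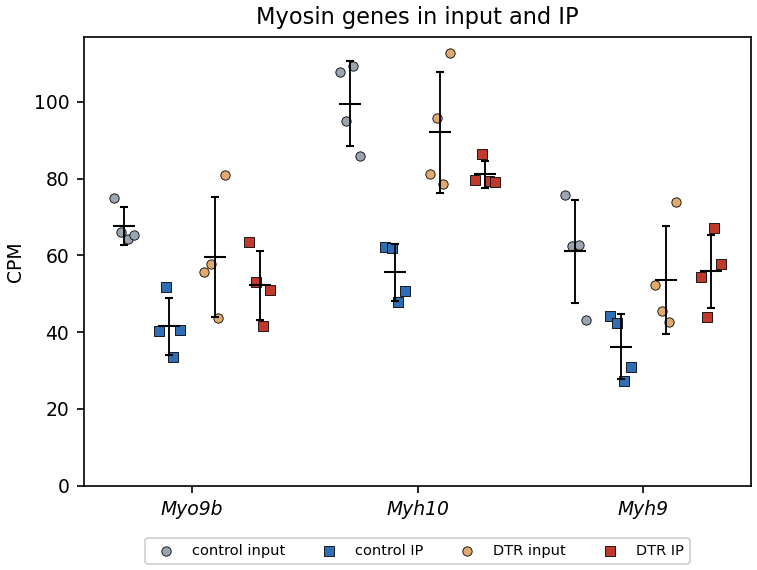
CPM of Myo9b, Myh10 and Myh9 in each of the 16 libraries, with the mean and SD of each group (n = 4). The control and DTR input libraries overlap for each gene, and the 4 DTR IP libraries of Myh10 lie above its 4 control IP libraries.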

Collectively, these results demonstrate enriched GER genes and damage-up-regulated and down-regulated genes, which may drive proliferation and/or migration of mitotic SC progenitors in the GER.

## Discussion

Cellular plasticity in several mammalian organs, such as the adult liver, pancreas, and brain, facilitates regeneration in response to injury [54]. While the mature cochlea lacks the ability to regenerate, the neonatal mouse cochlea harbors Lgr5^+^ progenitors that act to replace lost HCs [12,14] and can serve as a renewable source of sensory cells [55,56]. Previously, using multiple CreER lines to express DTA, Mellado Lagarde and colleagues reported that the GER cells nonmitotically regenerate the SC subtype IPhCs [15]. Here, through the use of fate mapping and EdU pulse-chase experiments in the *Lgr5-DTR* mouse line, we reveal that loss of Lgr5^+^ SCs activates GER cells to proliferate and migrate into the organ of Corti to replace the lost IPhCs. Notably, these newly regenerated cells mature to display features of differentiated SCs (i.e., expression of Glast, Na^+^/K^+^ ATPase α-1, and Fabp7) and survive in the mature cochlea and likely represent the source of SC regeneration noted previously [15]. Lastly, we have unveiled the translatomes of quiescent and damage-activated GER cells and candidate genes, which may regulate mitotic regeneration in the neonatal cochlea.

### Discovery of a hidden progenitor cell population in the cochlea

Cochlear SCs also serve the critical function of maintaining ionic homeostasis, mediating purinergic signaling required for spontaneous calcium activity, and supplying neurotrophic support essential for afferent innervation [5–8]. Despite the multiple roles of SCs, the mechanism by which SCs are regenerated is largely unknown.

The GER has long been known as a transient structure located adjacent to the organ of Corti; however, its function remains incompletely understood [17,57]. Previously, it has been shown that ablation of GER cells limits the degree of IPhC regeneration, suggesting that the GER harbors precursors that can regenerate lost IPhCs [15]. Using lineage tracing, our study unambiguously shows that GLAST-Cre^+^ GER cells mitotically regenerate SCs in the organ of Corti after injury. In the previous and current study, proliferation of GER cells was not detected in the damaged *Plp1Cre*^*ERT/+*^; *Rosa26*^*DTA/+*^ cochleae likely because cell loss was less severe and restricted only to the IPhCs. In contrast, both IPhCs and lateral GER cells were concurrently ablated in the *Lgr5-DTR* model, as *Lgr5* is more broadly expressed. This is evinced by the escalating degrees of damage leading to progressively more proliferation (**S6 Table**). The higher degree of damage in the *Lgr5-DTR* model also likely accounted for the synapse loss in IHCs and profound hearing loss, neither of which was observed using the *Plp1-DTA* model [15].

Despite proliferation and subsequent differentiation into IPhCs, GER cells appeared lineage-restricted and did not give rise to HCs, as noted by the absence of any EdU-labeled HCs. This suggests that GER cells act primarily as progenitors for SCs. In support of this notion, after HC ablation, fate mapping experiments also failed to detect regenerated HCs deriving from the GER [58]. On the other hand, isolated GER cells can proliferate and form HC-like cells [59,60], underscoring their context-dependent ability to act as HC progenitors. In the zebrafish lateral line system, 2 independent studies have demonstrated that SCs in the dorsal/ventral poles proliferate and act as transit amplifying cells and that mantle cells on the periphery divide to replenish SCs after severe injury [61,62]. As mitotic progenitors for SCs, GER cells share features with these SCs and mantle cells from the neuromasts.

In our study, although the IPhCs were replenished, we did not observe a return of Lgr5-EGFP signal. This result contrasts with those obtained with self-renewing organs where Lgr5^+^ cells reemerge after damage [16,22]. This difference may be because Lgr5 expression in the medial compartment decreases in the neonatal cochlea and regenerated IPhCs have likely matured past this developmental stage [23] and is also in agreement with the diminishing regenerative capacity as the neonatal cochlea matures [12,14]. Furthermore, regenerated IPhCs displayed several molecular markers (e.g., Fabp7, GLAST, Na^+^/K^+^ ATPase α-1) and corresponding physiological functions, suggesting some degree of differentiation and maturation. Of note, calcium transients appeared highly active in the damaged cochlea despite a down-regulation of *Ano1*. This is surprising since *Ano1* knockout mice were reported to exhibit significantly fewer spontaneous calcium activities [7]. One possibility is that the hyperactive calcium transients resulted from high levels of extracellular potassium released by degenerating cells. An alternative explanation is that the expanded calcium transients may be as a result of the damage itself. Both of these possibilities warrant further investigation.

### Compartmentalized degeneration/regeneration in the neonatal cochlea

After HC ablation in the neonatal cochlea, mitotic regeneration is limited to the apical turn, and regenerated HCs are short-lived [12,13]. In contrast, mitotic regeneration of IPhCs occurred along the length of the cochlea, and regenerated cells remain present in the mature organ. Interestingly, SCs in the lateral compartment in each cochlear turn also proliferated (**S4 Table**), though to a lesser degree than the medial compartment and regenerated cells underwent delayed degeneration.

Similarly, ablation of Prox1^+^ SCs in the lateral compartment induced secondary OHC degeneration, without affecting cell survival in the medial compartment [32]. The degeneration of the lateral compartment SCs and OHCs observed in our model may be due to a previously unreported up-regulation of Lgr5 expression in the first and second rows of DCs and outer pillar cells in P2 and P3 Lgr5-DTR mouse cochlea (**S1 Fig**). Alternatively, the degeneration of the third row of DCs may lead to a secondary degeneration of the remaining DCs and outer pillar cells, and subsequently OHCs in a noncell autonomous fashion. Interestingly, the time course of delayed degeneration is similar to that observed following HC ablation, suggesting that the lateral compartment lacks of survival factors following regeneration [12,13]. While the robust proliferation observed in the medial compartment can be attributed to the innate regenerative capacity of GER cells, it is also possible that injury targeting SCs provokes a different and broader response than HC loss alone.

Among the damage-up-regulated genes (clusters 3, 4, 8, and 9), it is notable that *Egr1*-related gene expression overlaps spatially with proliferative cells, particularly in the GER. In the liver, loss of function of *Egr1* partially attenuated regeneration [50]. *Egr4* acts upstream and *Atf3* downstream of *Egr1* in other contexts [63,64]. Whether they play a role in mitotic regeneration in the damaged cochlea should be of interest in future studies. Of note, cluster 2 consists of genes differentially expressed in input relative to IP samples, with the former collected from whole cochlea and the latter enriched GER cells. As such, cluster 2 genes contained numerous HC genes (**S13 Table**).

During development, both HCs and SCs arise from a common precursor domain [65,66]. Though GER cells express some molecular markers similar to organ of Corti SCs (e.g., Sox2, Jag1), they are morphologically, functionally, and molecularly distinct [18,24]. The current study reveals that GER cells display a unique molecular profile and that they are capable of dividing and migrating laterally to replace lost IPhCs. Regeneration is restricted to the medial compartment with no migration to the lateral compartment detected, implicating that the regenerative and migratory potentials for GER cells may be domain specific.

In summary, our work validates previous studies and further characterizes a hidden progenitor cell population in the GER that may serve as an endogenous source for SC progenitors. The unique translatomes of the quiescent and activated GER cells also set the foundation for future mechanistic studies on mitotic regeneration in the mammalian cochlea.

## Methods

### Mice

The following mouse strains were used: *Lgr5*^*DTR-EGFP /+*^ (gift from F. de Sauvage, Genentech) [16], *Atoh1-mCherry* (gift from N. Segil, Univ. Southern Calif.), *Pax2-Cre* (gift from A. Groves, Baylor College of Medicine) [29], *Rosa26*^*GCaMP3/+*^ (known as Ai38, Stock #14538, Jackson Laboratory) [67], *GLAST*^*CreERT/+*^ (known as Slc1a3-CreERT, Stock #12586, Jackson Laboratory) [28], *Sox2*^*CreERT2/+*^ (Stock #17593, Jackson Laboratory) [68], *Rpl22*^*HA/+*^ (Stock #11029, Jackson Laboratory) [38], *Plp1*^*CreERT/+*^ (Stock #5975, Jackson Laboratory) [25], *Rosa26R*^*tdTomato/+*^ (known as Ai14, Stock #7914, Jackson Laboratory) [27], and *Rosa26R*^*DTA/+*^ mice [26]. Mice of both genders were used. To ablate cochlear SCs in *Lgr5*^*DTR/+*^ mice, diphtheria toxin (0.1 to 4 ng/g, IM or IP, Millipore) was administrated at P1. Saline (0.9% NaCl) treated *Lgr5*^*DTR /+*^ mice and diphtheria toxin–treated wild-type mice were used as controls.

To activate Cre recombinase, tamoxifen dissolved in corn oil (0.075 mg/g for *Plp1*^*CreERT/+*^ mice and 0.2 mg/g for *GLAST*^*CreERT/+*^ mice, IP, Sigma) was administered at P0 to P1. EdU (25 μg/g, IP, Invitrogen) was injected to label proliferative cells. Institutional Animal Care and Use Committee of Stanford University School of Medicine approved all procedures in accordance with NIH guidelines (protocol #18606).

### Genotyping

Genomic DNA was isolated from collected tail tips by adding 180 μl of 50 mM NaOH and incubating at 98°C for 1 hour, followed by the addition of 20 μl of 1 M Tris-HCl. PCR was performed to genotype transgenic mice with the listed primers in **S14 Table**.

### Immunohistochemistry

Methods modified from those previously reported [13]. Briefly, isolated cochleae were fixed in 4% paraformaldehyde (PFA) (in phosphate buffered solution (PBS) (pH 7.4) Electron Microscopy Services) for 40 to 60 minutes at room temperature. Cochleae isolated from P10 or older animals were decalcified in 0.125 M EDTA for 48 hours at 4°C. Cochleae processed for cryosection were immersed overnight in 30% sucrose, then flash frozen in optimal cutting temperature (OCT) compound, and sliced into 10 μm thick sections. Tissues were permeabilized with 0.5% TritonX-100 (in PBS) for 1 hour at room temperature, and then blocked with 5% donkey serum, 0.1% TritonX-100, 1% bovine serum albumin, and 0.02% sodium azide (NaN3) in PBS (pH 7.4) for 1 hour at room temperature. This was followed by incubation with primary antibodies in the same blocking solution overnight at 4°C. The following day, tissues were washed with PBS 3 times at 5-minute intervals and then incubated with secondary antibodies diluted in PBS containing 0.1% TritonX-100, 1% bovine serum albumin, and 0.02% NaN3 for 2 hours at room temperature. After washing with PBS 3 × 5 minutes, tissues were mounted in ProLong Gold Antifade Mountant (Invitrogen) and coverslipped.

The following primary antibodies were used: rat anti-CD44 (1:200; BD Biosciences), goat anti-CtBP2 (1:500; Santa Cruz Biotechnology), chicken anti-GFP (1:1,000; Aves Labs), rabbit anti-GLAST (1:200; Abcam), mouse anti-GluR2 (1:1,000; Millipore), rabbit anti-Ki67 (1:1,000; Abcam), rat anti-Ki67 (1:400; ThermoFisher Scientific), rabbit anti-Myosin7a (1:1,000; Proteus Bioscience), mouse anti-Myosin7a (1:1,000; Developmental Studies Hybridoma Bank), mouse anti-Na^+^/K^+^ ATPase α-1, α6F (1:500; Developmental Studies Hybridoma Bank), goat anti-Sox2 (1:200; Santa Cruz Biotechnology or R&D Systems), goat anti-Sparcl1 (1:500; R&D Systems), mouse anti-Tuj1 (1:1,000; Neuromics), rabbit anti-Fabp7 (1:200; Abcam), and rabbit anti-Vglut3 (1:1,000; Synaptic Systems). Alexa Fluor secondary antibodies (405, 488, 546, or 647, 1:500; Invitrogen or Jackson ImmunoResearch) and Rhodamine Red-X (Jackson ImmunoResearch) were used. Fluorescent-conjugated Phalloidin (1:1,000; Invitrogen), DAPI (1:10,000; Invitrogen), and Click-iT EdU Alexa Fluor 555 or 647 Imaging Kit per manufacturer’s instructions (Invitrogen) were also used. Key resources were listed in **S15 Table**.

### Imaging and cell quantification

Whole mount cochleae were captured as z-stack images using LSM700 confocal microscope (Zeiss). Image analyses were performed using Zen Software (Zeiss), ImageJ (NIH), and Photoshop CS6 (Adobe Systems). Cells were quantified from z-stack confocal images (1 μm intervals) of the sensory epithelia from P3 to P21 mice using ImageJ (NIH) and Zen lite (Zeiss) software using previously described methods [15]. For cochleae aged P3 to P10, IPhCs were identified as 2 rows of Sox2^+^ cells immediately medial to IHCs with nuclei located below those of IHCs. Sox2^+^ cells located at or higher than that of IHCs were considered GER cells and excluded. For cochleae aged P14 to P21, IPhCs were identified as Sox2^+^ or GLAST^+^ cells immediately medial to IHCs. Pillar cells and DCs were counted together as Sox2^+^ cells lateral to IHCs with nuclei located below those of OHCs. Representative confocal images were taken from the apical, middle, and basal turns of each cochlea.

### Ribosome immunoprecipitation and RNA extraction

Cochleae were isolated from P4 *Lgr5*^*DTR-EGFP/+*^; *GLAST*^*CreERT/+*^; *Rpl*^*22HA/+*^ and *GLAST*^*CreERT/+*^; *Rpl*^*22HA/+*^ mice (spiral ganglia, lateral wall, and Reissner’s membrane were removed) in cold Hanks’ Balanced Salt Solution (HBSS) and then immediately flash-frozen using liquid nitrogen prior to RNA isolation. About 2 to 8 cochleae were pooled and processed for ribosome IP followed by RNA extraction as described [40]. Briefly, cochlear ducts were homogenized and incubated with 5 μg purified anti-HA.11 (BioLegend) for 6 hours at 4°C before the addition of the equivalent of 300 μl Dynabeads protein G (ThermoFisher Scientific) and further incubation overnight. Additionally, 5% of the homogenate was kept before addition of the antibody to be used as input. RNA was extracted from the IP and input samples using the RNeasy Plus Micro kit (Qiagen) following the manufacturer’s instructions. RNA quality was confirmed with a BioAnalyzer 2100 picochip (Agilent Technologies) performed at the Genomics Core Facility in the Center for Innovative Biomedical Resources (University of Maryland School of Medicine). All RNA integrity numbers (RINs) were above 8.

### Assessment of IP efficiency by real-time RT-PCR

Cell type–specific RNA enrichment following the IP was assessed by reverse transcription (Maxima First Strand cDNA Synthesis Kit for RT-qPCR, ThermoFisher Scientific) using equivalent amounts of IP and corresponding input samples, followed by real-time PCR (Maxima SYBR Green/ROX qPCR Master Mix, ThermoFisher Scientific) on a StepOnePlus Real-Time PCR System (Applied Biosystems). The primers used are listed in **S14 Table**.

### RNAseq of RiboTag samples

Four individual biological replicates were used for sequencing, with each replicate comprised of 8 cochleae from 4 mice. About 1 to 3 ng of RNA from the input and IP samples were used as template for library preparation with the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing. Libraries were sequenced on an Illumina HiSeq 4000 at 75 paired-end read length and a depth of sequencing of 74 to 100 million reads per sample. Library preparation and sequencing were performed at the Institute for Genome Sciences, University of Maryland School of Medicine. The RNA sequencing data generated in this paper are available from GEO with accession number GEO: GSE135728. The data are also available at gEAR, a gene Expression Analysis Resource (https://umgear.org), via PERMA-LINK https://umgear.org/p?s=3296013a.

### RNAseq normalization and expression analysis

Quality of Fastq files were evaluated by using FastQC. Reads were aligned to the mouse genome (Mus_musculus.GRCm38) using HiSat (version HISAT2-2.0.4) [69], and the number of reads that aligned to the coding regions was determined using HTSeq [70]. Approximately 171,121 genes were assessed for significant differential expression using DESeq2 with an FDR value ≤0.05 [71]. The RiboTag immunoprecipitated samples and their corresponding input were compared to generate an EF. Transcripts were considered enriched in the IP if the log2 of the ratio between the IP and the input was ≥2. For DEGs between the IP samples, the criteria of LFC ≥1 between DTR IP and Control IP samples was used. Additionally, to avoid overinflation of fold change, all the values were quantile normalized CPM, and values lower than 10% of the value of the dataset were replaced with the 10th quantile. Furthermore, only genes with cutoff >1.5 (min(group1) / max(group2) were considered for differential expression or enrichment. For hierarchical clustering, similarity between samples was measured using Pearson correlation, as such the samples’ distance was calculated as 1—Pearson correlation coefficient for each sample pair. The heat map was generated using the R packages pheatmap and RColorBrewer. PCA was done using DESeq2. Gene Ontology was performed using DAVID [72,73].

### NanoString reactions and analysis

The nCounter technology from NanoString measure gene expression at the RNA level. NanoString reactions were performed in technical duplicates on the 4 biological replicates used for RNA-seq plus 1 independent fifth replicate. About 1 ng of RNA from input and IP samples was used for preamplification with the nCounter Low RNA Input Kit (NanoString Technologies, WA) to obtain sufficient cDNA to be run on the Counter platform (NanoString Technologies) (Primers for preamplification are listed in **S14 Table**). A Custom CodeSets for 28 targets including 4 housekeeping genes was designed (probes listed in **S14 Table**), and the samples were run with the nCounter Master Kit (NanoString Technologies) following the manufacturer’s protocol. Preamplification, nanoString reactions, and quality check steps were performed at the Institute for Genome Sciences, University of Maryland School of Medicine. Normalization to housekeeping genes and data analysis was performed using the nSolver 4.0 analysis software (NanoString).

### Clustering analysis

Prior to clustering, conditional quantile normalization (CQN) was performed to correct for sample-specific gene length effect in the RiboTag IP samples [74]. Genes were included in the analysis only if (1) their expression level was readily detected in at least one of the biological conditions (i.e., their expression was at least 0.5 cpm in all replicate samples of at least one of the 4 conditions); (2) showed significant differential expression (FDR < 0.05 and FC > 1.5) either between “cell type” (i.e., between input and IP samples) or in response to DT-induced damage; and (3) expression levels of a DEG were fully separated between the 2 conditions the DE was called. Overall, 5,095 genes met these criteria and were subjected to cluster analysis to detect the main expression patterns in the dataset. Cluster analysis was done using the CLICK algorithm implemented in the EXPANDER package [43].

### Live cell imaging

Calcium imaging using *Pax2-Cre*; *R26*^*GCaMP3/+*^ mice was performed using methods modified from a previous report [7]. Cochleae were harvested from P7 mice carrying the following alleles: (1) *Atoh1-mCherry*; *Pax2-Cre*; *R26*^*GCaMP3/+*^; (2) *Lgr5*^*DTR-EGFP/+*^; *Atoh1-mCherry*; *Pax2-Cre*; *R26*^*GCaMP3/+*^; (3) *Pax2-Cre*; *R26*^*GCaMP3/+*^; and (4) *Lgr5*^*DTR-EGFP/+*^; *Pax2-Cre*; *R26*^*GCaMP3/+*^. The apical turn was isolated with modiolus and stria vascularis removed and imaged in glass chamber containing 100 μl HBSS with calcium chloride (1.26 mM) and magnesium chloride (0.49 mM) (ThermoFisher Scientific). Images were captured at the focal point of HC nuclei at a frequency of once per second for 3 to 5 minutes using confocal microscopy (LSM 700; Zeiss). A 20X objective (NA0.8), 488 nm and 555 nm laser illumination, and LP 560 and SP 555 filters were used. Laser power and gain were consistent across samples. For quantifying Ca^2+^ transients in IPhCs, only events that spanned more than 3 IHCs were analyzed. The frequency, area, and intensity of spontaneous Ca^2+^ transients (GFP signals) in SCs were measured using ImageJ software (NIH). The average intensity 2 seconds before the peak intensity of an event was considered baseline fluorescence (F), and the intensity value of the event was calculated as the difference between the peak fluorescence and baseline / baseline (ΔF/F).

### In situ hybridization

Harvested tissues were fixed in 4% PFA overnight at 4°C, embedded for cryosections, and prepared as 10 μm sections. Tissue sections were hybridized with probes from Advanced Cell Diagnostics (ACDbio) and counterstained with hematoxylin (Sigma-Aldrich) according to the manufacturer’s instructions for fixed frozen sections with colorimetric detection. Briefly, sections were washed once in PBS for 5 minutes and then treated with H_2_O_2_ for 10 minutes. Next, sections were permeabilized using target retrieval reagent (ACDbio) and proteinase before hybridization. Probes used were as follows: *DapB* (Cat: 310043), *Polr2a* (Cat: 312471), *Igf2* (Cat: 437671), *Igf2bp1* (Cat: 451921), *Egr1* (Cat: 423371), *Egr4* (Cat: 553851), and *Atf3* (Cat: 426891) (Advanced Cell Diagnostics). Undamaged and damaged cochleae were processed in parallel, with sections collected on the same slide and subjected to mRNA detection under identical conditions.

### Auditory physiology measurements

ABRs and DPOAEs were measured as previously described [75]. Briefly, P21 mice were anesthetized with a ketamine/xylazine mixture (100 mg/kg ketamine and 10 mg/kg xylazine, IP) and placed on a heating pad at 37°C. ABRs were recorded from a needle electrode located inferior to the tympanic bulla, referenced to an electrode on the vertex of the head, and a ground electrode was placed at the hind limb. Tone pip stimuli were delivered with frequencies ranging from 4 to 46 kHz (4.0, 5.7, 8.0, 11.3, 16.0, 23.0, 31.9, 46.1 kHz) up to 80 dB sound pressure level (SPL) in 10 dB steps. At each frequency and SPL, 260 trials were tested and averaged. DPOAEs were recorded with a probe tip microphone placed in the auditory canal. Two 1-second sine wave tones of different frequencies (F2 = 1.22 × F1) were used as the sound stimuli. F2 ranged from 4 to 46 kHz (4.0, 5.7, 8.0, 11.3, 16.0, 23.0, 31.9, 46.1 kHz), and the 2 tones were from 20 to 80 dB SPL in 10 dB steps. The amplitude of the cubic distortion product was recorded at 2 × F1-F2. The threshold was calculated as a cross point of DPOAE signal with the noise floor level above 3 standard deviations at each frequency. For statistical analyses of both ABR and DPOAE thresholds, a lack of a response was defined as the highest sound level, 80 dB SPL.

### Statistical analyses

Statistical analyses were performed using Microsoft Excel (Microsoft) and GraphPad Prism 7.03 (GraphPad). For comparison of 2 groups, Student *t* test and Mann–Whitney test were used. One-way ANOVA was used when comparing more than 2 groups, and a two-way ANOVA was used for comparison with 2 independent variables. *p* < 0.05 was considered statistically significant.

## Supporting information

S1 Fig Spatiotemporal expression of Lgr5-EGFP during cochlear degeneration in Lgr5-DTR mice. (A) Cartoon depiction of Lgr5-EGFP expression in the P1 *Lgr5*^*DTR/+*^ cochlea. (B, F) Undamaged, saline-treated *Lgr5*^*DTR/+*^ (control) cochleae showed Lgr5-EGFP expression in IPhCs, inner PCs, and the third row of DCs in the apical turn at P2 and P3. (C-E, G-I) In the DT-treated *Lgr5*^*DTR/+*^ cochleae, the first and second rows of DCs and outer PCs ectopically expressed Lgr5-EGFP with partial loss in all 3 turns at both ages. DC, Deiters’ cell; DT, diphtheria toxin; GER, greater epithelial ridge; IHC, inner hair cell; IPhC, inner phalangeal cell; LER, lesser epithelial ridge; OHC, outer hair cell; PC, pillar cell.
(TIF) Click here for additional data file.

S2 Fig Degeneration and regeneration of cochlear cells in *Lgr5-DTR* mice. (A, C, E, G, I, K) Shown are representative confocal images from middle and basal turn of the saline-treated *Lgr5*^*DTR/+*^ (undamaged) cochleae. Lgr5-EGFP signals were detected in the lateral GER, IPhCs, inner PCs, and the third row of DCs at P4 and P7, while at P21, expression was restricted to the third row of DCs at P21. No pyknotic nuclei were detected at P4. (B, D) In the P4 DT-treated *Lgr5*^*DTR/+*^ cochlea, most Sox2^+^ cells were lost in the IPhC and PC/DC regions. (B”, D”) Many pyknotic nuclei were observed in the IPhC region (arrowheads). (F, H, J, L) In each turn of the P7 and P21 DT-treated *Lgr5*^*DTR/+*^ cochlea, IPhCs were present and at cell densities comparable to controls. However, Sox2^+^ SCs in the PC/DC region remained depleted. (M, N) Quantification of Sox2^+^ or Myosin7a^+^ cells (per 160 μm) in the apical, middle, or basal cochleae (normalized to control). Normalized Sox2^+^ PC/DC counts were reduced by P4 and partially regenerated at P7, followed by a delayed and progressive degeneration at P14 and P21 in the apical and middle turns (*n =* 6 at P4, *n* = 8 at P7, *n* = 6 at P14, and *n* = 8 at P21). In the basal turn, normalized Sox2^+^ PC/DC counts gradually decreased. There were no detectable changes in normalized Myosin7a^+^ IHC counts. Dashed lines highlight IPhC region. *n* = 4–8. See S1 Data for M and N. DC, Deiters’ cell; DT, diphtheria toxin; GER, greater epithelial ridge; IHC, inner hair cell; IPhC, inner phalangeal cell; PC, pillar cell; SC, supporting cell.
(TIF) Click here for additional data file.

S3 Fig Mitotic regeneration of IPhCs. (A-L) Representative images of the apical, middle, and basal turns of DT-treated wild-type (control) undamaged cochleae showing no EdU^+^ or Ki67^+^ Sox2^+^ SCs at P14 or P21. The IPhC region is outlined by dashed lines. In the DT-treated P14 and P21 *Lgr5*^*DTR/+*^ cochlea, many EdU^+^ Sox2^+^ cells remained in IPhC region in all 3 turns. No Ki67^+^ Sox2^+^ cells were detected in the IPhC or PC/DC regions. (M-P) Quantification of EdU^+^ Sox2^+^ cells in the apical, middle, and basal turns of control (DT-treated wild type) and damaged (DT-treated *Lgr5*^*DTR/+*^) cochleae at P14 and P21. Wild-type cochleae had almost no EdU^+^ Sox2^+^ cells at both ages examined. Conversely, there were significantly more EdU^+^ Sox2^+^ IPhCs in the damaged cochleae with an apex-to-base gradient at both P14 and P21. Some EdU^+^ Sox2^+^ cells survived in PC-DC regions in the damaged cochleae in all 3 turns at both ages. (Q) Schematic showing DT administration to P1 wild-type or *Lgr5*^*DTR/+*^ mice. EdU was injected daily from P7 to P9, and cochleae were examined at P10. (R, S) In both DT-treated wild-type (control) and DT-treated *Lgr5*^*DTR/+*^ cochleae, there were no EdU^+^ or Ki67^+^ Sox2^+^ cells. Data represent mean ± SD. *p < 0.05, ***p < 0.001 (two-way ANOVA with Tukey’s multiple comparisons test). *n* = 3–5. See S1 Data for M-P. DC, Deiters’ cell; DT, diphtheria toxin; GER, greater epithelial ridge; IPhC, inner phalangeal cell; PC, pillar cell; SC, supporting cell.
(TIF) Click here for additional data file.

S4 Fig Minimal proliferation after ablation of IPhCs in *Plp1-DTA* mice. (A) Tamoxifen was injected into P0 and P1 *Plp1*^*CreERT/+*^*; R26R*^*tdTomato/+*^; *R26R*^*DTA/+*^ mice. *Plp1*^*CreERT/+*^*; R26R*^*tdTomato/+*^ mice served as undamaged controls. EdU was injected daily from P3 to P4, and cochleae were examined at P4. (B-D) Representative images of the each turn of control cochleae showing Plp1-tdTomato^+^ Sox2^+^ IPhCs (dashed lines). No EdU-labeled Sox2^+^ cells were detected. (E-G) In damaged cochleae, fewer Plp1-tdTomato^+^ Sox2^+^ IPhCs were detected, and rare EdU^+^ Sox2^+^ cells were detected in the GER (arrowheads) in the apical and middle turns. (H) Quantification showing a significant reduction of Plp1-tdTomato^+^ in the middle and basal turns. (I) EdU^+^ Sox2^+^ cells in the GER were rarely found, and the number was not significantly different from control cochleae. Data represent mean ± SD. ***p < 0.001 (two-way ANOVA with Tukey’s multiple comparisons test). *n* = 3–5. See S1 Data for H and I. DC, Deiters’ cell; GER, greater epithelial ridge; IHC, inner hair cell; IPhC, inner phalangeal cell; OHC, outer hair cell; PC, pillar cell.
(TIF) Click here for additional data file.

S5 Fig IPhCs do not self-regenerate. (A) Plp1-tdTomato expression in the P3 *Plp1*^*CreERT/+*^*; R26R*^*tdTomato/+*^ cochlea. (B) Schematic of the experimental paradigm: DT and tamoxifen were injected into the P1 *Plp1*^*CreERT/+*^*; R26R*^*tdTomato/+*^ (control) or *Lgr5*^*DTR/+*^; *Sox2*^*CreERT2/+*^*; R26R*^*tdTomato/+*^ (damage) mice. EdU was injected daily from P3 to P5, and cochleae were examined at P3, P7, or P14. (C-E) Representative images of the apical turn of control cochleae showing Plp1-tdTomato^+^ Sox2^+^ or SCs at P3 and P7. At P14, Plp1-tdTomato^+^ IPhCs expressed GLAST. IPhC region outlined by dashed lines. (F-H) In damaged cochleae, Plp1-tdTomato^+^ Sox2^+^ cells were not detected in the IPhC region or in the GER at any age. Conversely, EdU^+^ Sox2^+^ Plp1-tdTomato-negative cells were detected in the GER at P3. At P7 and P14, EdU^+^ Sox2^+^ Plp1-tdTomato^+^ cells were not found in the GER/IS or IPhC regions. Many EdU^+^ Sox2^+^ Plp1-tdTomato-negative cells were detected in the IPhC region at P7 and P14. Orthogonal views shown in C’-H’. (I) Quantification of Plp1-tdTomato^+^ Sox2^+^ SCs in the apical turn. (J, K) Quantification of EdU^+^ Sox2^+^ SCs in the apical turn. In damaged cochleae, there were no Plp1-tdTomato^+^ Sox2^+^ SCs in the GER or in the IPhC region at any age. There was, however, an increase in Sox2^+^ EdU^+^ Plp1-tdTomato-negative cells in the GER peaking at P7, followed by a reduction at P14. There were no Sox2^+^ EdU^+^ Plp1-tdTomato-negative cells in the IPhC region at P3, but many at P7 and P14. Data represent mean ± S.D. ***p < 0.001 (two-way ANOVA with Tukey’s multiple comparisons test). *n* = 4. See S1 Data for I-K. DC, Deiters’ cell; DT, diphtheria toxin; GER, greater epithelial ridge; IHC, inner hair cell; IPhC, inner phalangeal cell; IS, inner sulcus; LER, lesser epithelial ridge; OHC, outer hair cell; PC, pillar cell; SC, supporting cell.
(TIF) Click here for additional data file.

S6 Fig Molecular and physiological properties of regenerated juvenile and mature cochlea. (A) In undamaged P7 (control) cochleae, CD44 is expressed in outer PCs, Claudius cells, and the LER. Representative images of the apical turn are shown. IPhC region is labeled by dashed lines. (B) In the P7 DT-treated *Lgr5*^*DTR/+*^ cochlea, Sox2^+^ SCs in the PC/DC region have degenerated, with CD44^+^ Claudius cells and LER appearing grossly intact. (C, D) In both the undamaged and damaged P14 cochlea, Vglut3^+^ IHCs were surrounded by Na^+^/K^+^ ATPase α-1-expressing, Sox2^+^ IPhCs. (E) GLAST expression (membranous) of Sox2^+^ IPhCs in the P14 undamaged cochleae. IPhC region is outlined by dashed lines. (F) In the P14 damaged cochlea, all IPhCs expressed GLAST, and most were EdU-labeled. (G) In the P14 control cochlea, there were no EdU^+^ GLAST-tdTomato^+^ SCs in the inner sulcus. GLAST^+^ IPhCs were mostly GLAST-tdTomato^+^ but not EdU^+^. (H) In the P14 damage cochlea, many EdU^+^ GLAST-tdTomato^+^ GLAST^+^ IPhCs were detected. Orthogonal view shown in H’. (I, J) P21 DT-treated *Lgr5*^*DTR/+*^ mice had higher ABRs and DPOAEs thresholds at all frequencies than controls. Data represent mean ± S.D. ***p < 0.001 (two-way ANOVA with Tukey’s multiple comparisons test). *n* = 7–8. See S1 Data for I and J. ABR, auditory brainstem response; DC, Deiters’ cell; DPOAE, distortion product otoacoustic emission; DT, diphtheria toxin; GER, greater epithelial ridge; IHC, inner hair cell; IPhC, inner phalangeal cell; LER, lesser epithelial ridge; OHC, outer hair cell; PC, pillar cell; SC, supporting cell; SPL, sound pressure level.
(TIF) Click here for additional data file.

S7 Fig Gene expression of GLAST-Cre^+^ cells. (A) Validation of a selection of genes (*Dlx5*, *Igf2*, *Socs1*, and *Socs3*) enriched in GLAST-Cre^+^ samples using nCounter. (B, C) *In situ* hybridization showing *Igf2bp1* and *Igf2* expression in the GER of control and damage P4 cochlea from the apical and middle turns. (D) Positive (*Polra*) and negative (*DapB*) controls shown. GER (blue bracket); OC (black bracket). Data represent mean ± SD. *p < 0.05 (Student *t* test). See S1 Data for A. DTR, diphtheria toxin receptor; GER, greater epithelial ridge; IP, immunoprecipitation; OR, organ of Corti.
(TIF) Click here for additional data file.

S8 Fig Differential gene expression in the GER after ablation of Lgr5^+^ cells. (A) qPCR showing *MKi67* mRNA expression from individual control and DTR samples. (B-D) nCounter was used to valid another 12 DEGs as a result of damage. Eight were successfully validated (*Lfng*, *Ppp2r2b*, *Trh*, *Cenpf*, *Ccnb2*, *Cdk1*, *Cacna1c*, and *Iqck*), and 4 (*Bmp4*, *Fgfrl1*, *Junb*, and *Id4*) were tested and not validated. (E-G) *Egr1*, *Egr4*, *Atf3* mRNA expression was minimally expressed in the undamaged cochleae. Expression was robust in the lateral GER and OC after damage. Shown are sections from the apical and middle turns. GER (blue bracket); OC (black bracket); data represent mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 (Student *t* test). See S1 Data for A-D. DEG, differentially expressed gene; DTR, diphtheria toxin receptor; GER, greater epithelial ridge; IP, immunoprecipitation; OR, organ of Corti.
(TIF) Click here for additional data file.

S9 Fig Schematic of mitotic regeneration by GER cells. GER, greater epithelial ridge. (TIF) Click here for additional data file.

S1 Movie Time-lapse imaging of spontaneous activity in control and damaged cochlea. Live imaging of P7 cochleae from DT-injected *Lgr5*^*DTR/+*^; *Atoh1-mCherry*; *Pax2-Cre*; *R26*^*GCaMP3/+*^ and *Atoh1-mCherry*; *Pax2-Cre*; *R26*^*GCaMP3/+*^ mice. Apical turn shown. DT, diphtheria toxin.
(MOV) Click here for additional data file.

S1 Table Quantification of Sox2^+^ SCs and Myosin7a^+^ HCs. HC, hair cell; SC, supporting cell. (XLSX) Click here for additional data file.

S2 Table Pyknotic nuclei counts in control and damaged cochleae. (XLSX) Click here for additional data file.

S3 Table Quantification of Ki67^+^ Sox2^+^ SCs. SC, supporting cell. (XLSX) Click here for additional data file.

S4 Table Quantification of EdU^+^ Sox2^+^ SCs. SC, supporting cell. (XLSX) Click here for additional data file.

S5 Table Dose response relationship between DT and Sox2^+^ cell counts. DT, diphtheria toxin. (XLSX) Click here for additional data file.

S6 Table Dose response relationship between DT and proliferation. DT, diphtheria toxin. (XLSX) Click here for additional data file.

S7 Table Quantification of fate-mapped and total IPhCs. IPhC, inner phalangeal cell. (XLSX) Click here for additional data file.

S8 Table Quantification of EdU^+^ GLAST-tdTomato^+^ IPhC and GER cells. GER, greater epithelial ridge; IPhC, inner phalangeal cell. (XLSX) Click here for additional data file.

S9 Table Analyses of P14 and P21 normal and damaged cochleae. (XLSX) Click here for additional data file.

S10 Table Genes that contribute to PCA and GO terms of enriched and differentially expressed genes. GO, gene ontology; PCA, principal component analysis. (XLSX) Click here for additional data file.

S11 Table Highly enriched genes in Glast-Cre^+^ cells. (XLSX) Click here for additional data file.

S12 Table DEGs between control and damaged Glast-Cre^+^ cells. DEG, differentially expressed gene. (XLSX) Click here for additional data file.

S13 Table Genes associated with cluster analyses. (XLSX) Click here for additional data file.

S14 Table Primer sequences. (XLSX) Click here for additional data file.

S15 Table Key resources. (XLSX) Click here for additional data file.

S1 Data Raw data for main and supplementary figures. (XLSX) Click here for additional data file.

## Abbreviations:

ABR: auditory brainstem response
CPM: count per kilobase million
CQN: conditional quantile normalization
DC: Deiters’ cell
DEG: differentially expressed gene
DPOAE: distortion product otoacoustic emission
DTR: diphtheria toxin receptor
EF: enrichment factor
GER: greater epithelial ridge
HBSS: Hanks’ Balanced Salt Solution
HC: hair cell
IHC: inner hair cell
IP: immunoprecipitation
IPhC: inner phalangeal cell
LER: lesser epithelial ridge
OCT: optimal cutting temperature
OHC: outer hair cell
PBS: phosphate buffered solution
PCA: principal component analysis
PFA: paraformaldehyde
RIN: RNA integrity number
SC: supporting cell
SPL: sound pressure level

How the deposited data were processed for this re-analysis (not part of the article)

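RNA was measured in 16 libraries from P4 cochleae, 4 each of control input, control IP, DTR input and DTR IP, from 8 pools of 8 cochleae each. The authors deposited CPM per gene and library, made by alignment to GRCm38 with HISAT2 (version 2.0.4), counting on genes with HTSeq, and scaling of each library to the reads counted on genes. The columns were checked for this unit: each sums to 1000000 and 100% of the values above 0 are whole multiples of the value of 1 read, so whole read counts were recovered for the tools that need counts. Of 50316 genes listed, 2587 were given as NA in every library, 47729 had values and 173 had no gene name. The annotation release and the strand setting of HTSeq are not named in the paper's text. The paper gives a number of genes assessed that is larger than the number listed in the deposited files, and the CPM filter used here is the one it gives for its cluster analysis. Quantile normalization and the filter were applied to the deposited CPM. The conditional quantile normalization that the paper ran before its clustering was not applied.

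Counted reads per library ranged from 28089836 to 41966310. A count of 3 reads corresponded to between 0.0715 and 0.107 CPM, and such limits cover counting error only, since reads from amplified libraries are not independent molecules. Gene positions, lengths and overlaps came from GENCODE M21, in which 16938 of the tested genes have an entry, and GC content from the GRCm38 sequence.

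CPM were quantile normalized over the 16 libraries and log2 transformed with a pseudocount of 0.5. Genes with at least 0.5 CPM in all 4 replicates of at least 1 group were kept, which left 16994. Group means were estimated over all 16 libraries with limma (version 3.58.1, R 4.3.3), with a mean-variance trend and Benjamini-Hochberg adjustment over the tested genes. The comparisons were control IP against control input, DTR IP against DTR input, DTR IP against control IP, DTR input against control input, the difference between the changes after damage in IP and input (the interaction), and IP against input over both treatments. Enrichment needed an LFC of at least 2, an adjusted p under 0.05, a separation above 1.5 and a mean above the median of tested genes. Changes after damage needed an absolute LFC of at least 1, an adjusted p under 0.05 and a separation above 1.5. Separation is the smallest value of the higher group over the largest value of the lower group, with values under 1.08 CPM (the 10th percentile) raised to that floor. This ratio and a floor at the 10th percentile are the paper's, and taking the percentile over the tested genes of all libraries was a choice made here. The union took genes with a fold change above 1.5, an adjusted p under 0.05 and no overlap in IP against input, or in control against DTR within IP or input.

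Gene lists (cell division, hair cell and others) were summarised as the mean log2 value of their genes per library, and groups were compared with exact permutation tests, two-sided, whose smallest p is 0.029 for 4 libraries against 4 and 0.125 for 4 pairs. PCA used the 500 most variable genes, and clustering used complete linkage on 1 minus Pearson's r.

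The pairing of IP and input comes from the paper's methods, where the input is taken from the homogenate of each IP, and from the shared replicate number in the sample labels. Whether control and DTR libraries of the same number were handled together is not stated in the paper's text, and the number was used as a block only as an alternative. Named genes were every gene named in the paper's results on these data, Lgr5, Slc1a3 and Mki67, and for each of 3 directions (enriched in control IP, higher in DTR IP, lower in DTR IP) the 3 called genes with the largest LFC and no overlap between groups. Some genes the rule covers are not reported here, and the counts over named genes leave them out. This rule, the groups, the comparisons and the alternatives were fixed before the data were examined.

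The alternatives were CPM without quantile normalization, CPM centred on the median of each library, pseudocounts of 0.1 and 1, no filter on low values, at least 2 CPM in all replicates of a group, models of the compared groups alone, the pool or the replicate number as a block, and calls without the separation criterion, the floor or the expression minimum. Further alternatives were edgeR (version 4.0.16, quasi-likelihood test) and DESeq2 (version 1.42.0) on the recovered read counts, and each library left out in turn. The limma procedure was tested on simulated data of the same size with 200 changed genes. On the adjusted p alone it recovered 94.5% of them for DTR IP against control IP with 4.06% false calls, 91.0% with 3.19% for control IP against control input, and 74.0% with 5.13% for the interaction. With all criteria it called 147 genes (0 false), 48 (0 false) and 156 (8 false), so all criteria together left out part of the simulated changes. The simulated data had a dispersion of 0.05 for every gene and the same baseline in all libraries. Changed genes were drawn above a minimum level, and libraries of a pool or number were not correlated. In the real data same-numbered libraries were correlated, so these rates need not hold there, least of all for the interaction.

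Left out were gene ontology terms, for which no annotation was at hand, CLICK clusters, and the nCounter, in situ hybridization and imaging data, which are not in the deposited tables.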

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

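The tests on DTR IP replicate 3, on the number of lists compared and on the increases of Trim17 and Madcam1 were chosen only after the results were seen.

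A library far from the other 3 of its group was found in 12 of 204 groups of 4 libraries examined for named genes. Such a rule singles out about 1 in 20 groups by chance, or 10.2 of 204, so the number of these libraries is close to what chance gives. The CPM of the lone libraries were 79.1 for Igf2bp3 in DTR IP 4, 76.8 for Igf2bp1, 61.6 for Igf2bp3 and 0.262 for Egr4 in control IP 4, 303 for Slc1a3 and 52.2 for E2f5 in control input 4, and 8.20 for Cenpf in control input 3. They were 241 for Mbp, 17.7 for Nrcam and 64.9 for Ccar2 in DTR IP 3, 86.3 for Myh10 in DTR IP 2 and 8.15 for Cdca2 in DTR input 2. The value of Egr4 in control IP 4 rests on 8 reads. The LFC of Ccar2 was -0.04 with its lone library and 0.09 without it, and leaving out control IP 2 or control IP 4 also turned it positive. No biological explanation was tested, since the design gives none for a library within a group.

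DTR IP 3 and control IP 4 were each the lone library for 3 genes, and only DTR IP 3 was examined further. Its mean correlation with its group across genes, which are not independent replicates, was 0.9771, the lowest of the 16 libraries, although its 3 nearest libraries were those of its group. Reads counted on Lars2 and Gm26917, to which ribosomal RNA reads could map, made up 1.24% of its counts, below the 1.55% of control IP 3, and so this source did not single it out. Its counts on genes, 30184548, were inside the range of its group. It had 23975 genes above 0, the fewest of the 16 libraries, against 25259 to 25355 in the rest of its group. Control IP 4 had 24038, the fewest of its own group. Lars2 was the highest gene in DTR IP 3 alone, although DTR IP 4 had the same 12200 CPM of it. A library of somewhat lower quality remains a candidate explanation for DTR IP 3, one that was not tested for control IP 4, and the pattern cannot be told apart from chance.

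The change after damage of Trh differed between IP and input by -1.86 on the log2 scale (limma adjusted p = 0.028), with a fall of -6.50 in IP and -4.64 in input. In DTR libraries Trh had 2 to 6 reads, both in IP and in input, so this difference is set by the higher level of Trh in control IP than in control input (LFC 1.92) and by the pseudocount. The read counts have a bearing on it, since the difference was -1.65 with edgeR (adjusted p = 0.66) and -1.62 with DESeq2 (adjusted p = 0.45), in a range of adjusted p from 0.0012 to 0.66 over the alternatives. A biological difference between IP and input may exist for Trh but cannot be told apart from an effect of the low counts after damage.

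For 4 of 18 gene lists the change after damage differed between IP and input, tested as the difference of pool-wise IP and input values between DTR and control pools (exact permutation p = 0.029 each, the smallest p for 4 pools against 4). The differences on the log2 scale were 0.46 for 54 G2/M genes, 0.45 for Schwann cell and glial genes, 0.27 for mesenchymal genes and -0.29 for immediate early genes. The lowest Benjamini-Hochberg adjusted p over the 18 lists was 0.13, but with 4 pools against 4 at least 11 lists would have to reach the smallest p for any to pass, so the correction does not tell these differences from chance in either direction. The G2/M genes rose by 1.09 in IP and by 0.63 in input, with a positive difference for 48 of 54 genes. Their level stayed lower in IP than in input, by -0.68 in control and -0.22 in DTR cochleae (exact permutation p = 0.029 each). A larger rise in the immunoprecipitated cells, from a lower level, is a hypothesis that remains open. 

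Trim17 and Madcam1, which the paper's text does not discuss, reached 107 and 20.8 CPM in DTR IP, from 1.67 and 0.118 CPM in control IP. Reads of overlapping genes might produce such an increase. Of the genes that overlap Trim17, 2310058D17Rik changed by 0.34 and Hist3h2a by -0.19 on the log2 scale, far less than Trim17, while Gm44313, which overlaps it too, was not among the tested genes and has no LFC, and Madcam1 has no overlapping gene in GENCODE M21. With each library left out in turn the lowest LFC of either gene was 4.99, so no single library produced the increase. Both genes rose in input as well, by LFCs of 6.57 and 5.60, so a response that is not restricted to the immunoprecipitated cells is a hypothesis that these data leave open. Mapping of reads from similar sequences elsewhere in the genome was not tested, and the increase cannot be told apart from that explanation.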

How the results depend on the processing

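None of the settings compared here was added after the results were seen. The interactions of Igf2bp1, Egr1, Egr4, Atf3, Ano1, Pou3f1 and Igfbp3 joined the compared results only after their values were seen. Of 115 results for single genes, 103 kept their direction and their side of the threshold under every alternative run for them, left-out replicates included. The count of genes enriched in control IP stayed between 74 and 134, that of genes enriched in DTR IP between 68 and 124, and the union between 3984 and 6100 genes, all within 1.5 times the main counts. 

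The filter, the separation criterion and the expression minimum moved the other counts, and the cause was not tested. Genes depleted in control IP, 42 as reported, numbered 78 without a filter on low values, 26 with at least 2 CPM and 80 without the expression minimum. With at least 2 CPM in all replicates of a group, 272 genes changed between control IP and DTR IP in place of 419, 107 genes were higher in DTR IP in place of 191, and 253 genes changed in input in place of 397. Without the separation criterion these counts were 756, 378 and 692, and 378 genes were lower in DTR IP in place of 228. With edgeR and DESeq2, 436 and 437 genes changed between control IP and DTR IP, 414 of them shared with the 419 in each case.

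The number of genes whose change after damage differed between IP and input was the least stable count. It was 2 as reported, 1 without quantile normalization, 0 with a pseudocount of 0.1, without a filter and with edgeR, 23 with the pool as a block and 28 with DESeq2. At an unadjusted p under 0.05 there were 870 such genes as reported. Across the 16 fits that each left out 1 library the count ran from 0 to 6, and the cause was not tested.

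The share of variance on PC1, 42.9% as reported, was 42.0% without quantile normalization, 49.7% and 49.5% with pseudocounts of 0.1 and 1, 40.0% without a filter and 45.3% with at least 2 CPM. The share on PC2, 35.1% as reported, was 28.2% and 29.3% with these pseudocounts, 33.1% without a filter and 23.9% with all tested genes. With the pseudocount of 0.1, PC1 followed treatment and PC2 sample type. A small pseudocount widens the differences of genes with few reads, and whether this caused the exchange was not tested.

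With replicates paired, the changes of the cell division genes, 0.82 in IP and 0.50 in input, and of the hair cell genes in control IP, -1.54, had an exact p of 0.125, which is the smallest that 4 pairs allow and so says nothing about their stability. They lay between 0.76 and 0.88, between 0.46 and 0.56, and between -1.60 and -1.47 across the fits that each left out 1 library.

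The LFC of Ccar2 between control IP and DTR IP, -0.04, changed sign to 0.01 without control IP replicate 2, 0.03 without control IP replicate 4 and 0.09 without DTR IP replicate 3, none of them past the threshold (adjusted p from 0.74 to 0.99 in these fits), in a range from -0.16 to 0.09 over the left-out replicates. Other single-gene results that changed sides under settings with all libraries were the interactions of Trh, Ccnb2, E2f5, Igf2bp1, Igfbp3 and Egr1, Myh9 in IP and Slc1a3 in control IP against input, while Iqck and Cenpf in input did so only in fits without a replicate. The interaction of Ccnb2 was 1.08 with the pool as a block (adjusted p = 0.027) and 1.30 with DESeq2 (adjusted p = 0.0026). That of Igf2bp1 was -1.04 and that of Igfbp3 -0.71 with DESeq2 (adjusted p = 0.027 and 0.041), and that of Egr1 was -0.93 with the pool as a block (adjusted p = 0.023, against 1 with group means). The interaction of Egr4, -0.31, changed sign to 0.04 without DTR input replicate 1 and 0.12 without DTR IP replicate 3 (adjusted p = 1 in both fits), in a range from -0.79 to 0.12 over the left-out replicates. The LFC of Myh9 in IP stayed between 0.48 and 0.71 with a replicate left out, and its adjusted p was above 0.05 in 5 of these 8 fits (0.056 to 0.13). For Slc1a3 the LFC was -0.25 without quantile normalization (adjusted p = 0.036) and -0.26 with median centring (adjusted p = 0.048), in a range of adjusted p from 0.036 to 0.25. The cause was not tested for any of these.

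Across the fits that each left out 1 library, the counts ran from 82 to 105 genes enriched and from 31 to 48 depleted in control IP, from 68 to 91 enriched in DTR IP, from 445 to 489 changed between control IP and DTR IP and from 414 to 485 changed in input. The union ran from 4401 to 4720 genes. The counts of changed genes were higher with a library left out than with all of them. Separation rests on the smallest and the largest value, so on unchanged values a left-out library cannot lower it. How much of the rise comes from this was not tested. Depth limits the LFCs of Trh, Egr4, Madcam1 and Prdm12, which have 10 or fewer reads per library in 1 of the compared groups.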

Differences from the paper's values

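The count of genes enriched in control IP over control input was 91, against the paper's 147. Among the 21 alternatives set before the data were examined, 8 came within 1.5 times the paper's count: no filter on low values (133), no expression minimum (134), edgeR (105), DESeq2 (102), and the fits without control input replicate 2 (102), 3 (99) or 4 (98) or without control IP replicate 4 (105). The others gave 74 to 95 genes. Of the 147 genes in the paper's S11 Table, 144 were tested here, all 144 with the same sign and an adjusted p under 0.05, and 91 were called. Of the 53 that were not called, 42 had a mean at or under the median, 17 an LFC under 2 and 1 a separation of 1.5 or less. Without a filter 125 of the paper's genes were called, without the expression minimum 126, and with edgeR or DESeq2 102.

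The count of genes higher in DTR IP than in control IP was 191, against the paper's 369 in S12 Table. Without a filter it was 276, without the separation criterion 378, without the floor 269 and without DTR IP replicate 3 it was 255, and these 4 of 20 alternatives came within 1.5 times the paper's count, while the other 16 gave 107 to 221. Of the 603 genes in S12 Table, 553 were tested here, all 553 with the same sign, and 379 were called. Of the 174 not called, 161 had a separation of 1.5 or less and 52 an LFC under 1. Without the separation criterion 501 of the paper's genes were called, without a filter 474, without the floor 468, without quantile normalization 403 and with edgeR or DESeq2 391. Another 40 genes were called here and are not in that table.

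For 5 genes the LFC between control IP and DTR IP differed from the paper's. It was -6.50 for Trh against the paper's -8.76, 5.65 for Egr4 against the paper's 8.62, 5.05 for Madcam1 against the paper's 7.43, and -4.11 for Prdm12 against the paper's -6.09. With edgeR these values were -8.73, 8.71, 7.32 and -6.05, and with DESeq2 -8.77, 8.69, 7.36 and -6.08, and these were the 2 of 18 alternatives set before the data were examined that came close for each of these 4 genes. For Trim17 the LFC was 5.48 against the paper's 5.93, and 4 of 18 alternatives came close, a pseudocount of 0.1 (5.74), edgeR (5.93), DESeq2 (5.94) and the fit without DTR IP replicate 3 (5.65). The paper's methods name DESeq2 for differential expression.

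The paper lists Ccar2 among the genes higher after damage. Here its LFC was -0.04 in IP (limma adjusted p = 0.89) and -0.09 in input (adjusted p = 0.77), and it entered the union in 8 of 28 alternatives, by sample type in each and in 0 of them by treatment.

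The paper gives Myo9b, Myh10 and Myh9 as lower in input and higher in IP after damage. The signs were the same here, with LFCs in input of -0.22, -0.11 and -0.19, but none of these passed the threshold (adjusted p = 0.44, 0.65 and 0.62). The interaction passed for none of the 3 genes (0.52, 0.65 and 0.79, adjusted p = 0.86, 0.29 and 0.64), nor in any alternative adjusted over all tested genes, with adjusted p from 0.31 to 1 for Myo9b, from 0.12 to 0.65 for Myh10 and from 0.14 to 1 for Myh9. By pool, without adjustment, the differences of IP and input did not overlap between DTR and control for Myh10 and Myh9, in the paper's direction (exact permutation p = 0.029 each, the smallest p for 4 pools against 4). The 3 genes were outside the union, which Myh9 entered by treatment with median centring, without the no-overlap criterion and without control IP replicate 1 or DTR IP replicate 2, and Myh10 without control IP replicate 1. Before its clustering the paper corrected the IP samples for an effect of gene length by conditional quantile normalization. That step was not applied here, and no trend on gene length was taken out for the union or the interaction.

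The paper gives Iqck as higher in DTR IP, and its LFC here, 1.05 (adjusted p = 0.00029), has that direction, but it was not called at a separation of 1.37. It was called without quantile normalization, without the separation criterion and without DTR IP replicate 4. Pou3f1, which the paper lists among the genes lower after damage, was lower in input (LFC -0.71, adjusted p = 0.00033) but not detectably in IP (LFC -0.19, adjusted p = 0.30), and the difference between the 2 did not pass the threshold (0.51, adjusted p = 0.60). By pool, without adjustment, its differences of IP and input did not overlap between DTR and control (exact permutation p = 0.029, the smallest for 4 pools against 4). E2f5, Cdkn1b, Mbp and Gjb1 changed in the paper's direction with an absolute LFC under 1 in IP (0.62, -0.96, -0.97 and -0.95), and all 4 were in the union.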

Other observations

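The tests on let-7 targets, on carry-over of macrophage RNA, on neuronal genes by replicate number, on copies of mitochondrial genes and on the level of Slc1a3 were chosen only after the results were seen.

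Counts from models across all genes were compared with those from other splits of the same libraries. For control IP against control input, DTR IP against DTR input, DTR IP against control IP, DTR input against control input and the interaction, the real split alone, 1 of the 8 that part all same-numbered libraries, gave as many genes, and this share cannot fall under 0.125. That holds for the genes depleted in control IP as well. Among all 35 splits of 8 libraries, which include those that keep same-numbered libraries together, again 1 gave as many genes, and the highest count from any other split was 0 for enriched and depleted genes, 11 for DTR IP against control IP, 25 for DTR input against control input and 1 for the interaction. For the union, 1 of 100 splits drawn, the real one, gave as many as 4452 genes, and the next gave 3406.

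Gene length, GC content and depth might produce counts of this kind. With the trend of the LFC on gene length taken out, 87 of 91 genes stayed called for control IP against control input and 414 of 419 for DTR IP against control IP, and the counts with newly called genes were 103 and 426. With the trend on GC content taken out, 90 and 418 stayed called, but this trend was nearly flat, from -0.05 to 0.27 and from -0.01 to 0.09 on the log2 scale, so there was little to take out. With every library thinned to 28089836 reads, 90 and 415 genes were called, counts that do not show whether these were the same genes. With the pool or number as a block in addition, 87 and 415 genes stayed called for length and 90 and 419 for GC content. With the block and thinning, 90 and 416 were called. Smooth trends of this kind thus account for few of the calls, which does not exclude an effect of GC content on single genes. Depth moved the counts little.

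The sex of the pups differed between pools, as the log2 ratio of Xist to Y-linked genes showed, with a range of 15.23 over the inputs. Its mean was -1.87 in control and -4.85 in DTR pools, a difference within the spread of the pools (exact permutation p = 0.51). Of the genes changed between control IP and DTR IP, 13 of 581 tested were on the X chromosome and 0 of 2 on the Y chromosome, against 406 of 16411 elsewhere, so sex is not a likely source of the 419 calls. Input and IP of the same pool differed in this ratio by at most 1.33, and over the 8 pools their pairing by number gave a correlation that few other pairings reached (exact permutation p = 9.9e-05, one-sided), which goes against a mislabelled library that moved between pools of different sex.

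All genes called lower in DTR IP, 100% of 228, were also lower in DTR input, against 53.2% of all tested genes. Of the 419 genes changed in IP in either direction, 418 had the same sign in input, so this agreement is not particular to the lower genes. It does not tell loss of the cells that express them from a fall of expression in cells that stay. Cell loss is the explanation the paper gives for some of them.

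Cytoplasmic ribosomes would leave nuclear and mitochondrial RNA behind. Nuclear long non-coding RNAs were not lower in control IP, with a mean difference of 0.49 on the log2 scale (exact permutation p = 0.17). In DTR cochleae they were higher in IP by 0.86, with 5 of 5 genes higher (exact permutation p = 0.029), so they do not show such a depletion. Of 13 mitochondrially encoded mRNAs, 7 were lower in control IP, 5 of them with an adjusted p under 0.05, and 2 of the 6 higher ones had one too, so their mean difference of 0.81 (exact permutation p = 0.14) does not settle the question. The mitochondrial mRNAs varied widely between input libraries. For mt-Co2, mt-Atp6 and mt-Co3 the inputs ranged over 9.95 on the log2 scale, and reads shared with 6 copies on chromosome 1 are a candidate explanation. The sum with the copies ranged over 5.70, more than the bound set for that test, so the copies alone do not account for the variation. Without control input 2 the sum ranged over 2.45 against 9.95, a comparison made after the values were seen, so the copies may account for the variation in the other 7 inputs. No biological explanation was tested.

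Macrophage genes rose after damage by 0.83 in IP and 0.84 in input. The difference of -0.01 between the 2 (exact permutation p = 0.89) does not tell macrophages in the whole tissue from other sources, since the list was depleted in control IP by -1.69 and still rose there. It is consistent with RNA of other cells carried into the IP in proportion to their amount in the tissue. Red blood cell genes were lower in control IP by -2.12, so RNA of blood was not carried through in full.

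An immediate early list without Egr1, Egr4 and Atf3 rose by 1.10 in DTR input and by 0.81 in DTR IP (exact permutation p = 0.029 each, the smallest p for 4 libraries against 4). A response of the whole tissue may thus contribute to the rise of Egr1, Egr4 and Atf3, and these libraries do not separate it from a response of GER cells. The paper's in situ hybridization, not analysed here, places the 3 mRNAs in the OC and the lateral GER after damage. A difference in handling between control and DTR cochleae was not tested. For ribosomal protein genes the difference of IP and input was higher in DTR than in control pools by 0.17 (exact permutation p = 0.49), with 69 of 79 genes positive, so a changed ribosome loading of these mRNAs after DT is neither shown nor excluded. A change of loading shared by all mRNAs would be removed by the normalization and could not be seen here.

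Targets of let-7 were among the genes enriched in control IP, with 7 of 20 tested targets among the 91 genes (Fisher's exact test, p = 7.3e-12) and a mean difference of 2.07 between control IP and control input. Less repression of these mRNAs by let-7 in GLAST-Cre+ cells may be behind it, a hypothesis found and tested on the same data. Its length and GC content explanations were tested for the 91 genes as a whole, 87 and 90 of which stayed called. Neither let-7 itself nor the behaviour of these mRNAs in an IP from cells without the tagged ribosome was measured here, and an affinity of such mRNAs for the IP cannot be excluded.

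Neuronal genes followed the replicate number in all 4 groups. The mean score over the groups was 0.54 for replicate 1, 0.32 for replicate 2, -0.26 for replicate 3 and -0.60 for replicate 4 (exact p = 7.2e-05, the smallest that the 13824 arrangements allow), and 2234 of 16994 genes had an adjusted p under 0.05 for replicate number after group. Both results treat the input and IP libraries of a pool as independent, which they are not, so they overstate the evidence. A different amount of neuronal tissue left by dissection at each number, or a batch shared by the number, may explain the pattern. The ratio of Xist to Y-linked genes was not related to the scores (exact permutation p = 0.95), so the sex of the pups is not a likely source. The depth followed the order of the scores in 0 of 4 groups. An exact order of 4 libraries is a weak test, and the scores were not recomputed at equal depth, so depth is not excluded. The labels give no batch, so dissection and batch cannot be told apart, and with the number as a block the counts reported for DTR IP against control IP changed from 419 to 420.

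Slc1a3, the gene of the Cre driver, was not enriched in control IP (LFC -0.20, limma adjusted p = 0.10). It was lower in IP in DTR cochleae (LFC -0.27, adjusted p = 0.03) and over both treatments (LFC -0.23, adjusted p = 0.0062). A low level could hide an enrichment, but its mean over the 8 control libraries was 259 CPM, above the median of 22.5 CPM, so this is not the reason. Expression of Slc1a3 in cells without recombination is a possible explanation that was not tested.

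Over 45 genes named in the paper's text, 31 had an adjusted p under 0.05 between control IP and DTR IP when adjusted over the list alone, and 29 when adjusted over all tested genes. The list was drawn by the paper from these data, so the first number shows no stability. Across the 1133 tested genes of the readable part of the paper's S13 Table, all of its first cluster, 1127 had the same sign of IP against input and 922 were in the union, 920 of them higher in IP.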
